# Longevity strategies in response to light in the reef coral *Stylophora pistillata*

**DOI:** 10.1038/s41598-020-76925-2

**Published:** 2020-11-17

**Authors:** Alexandre Ottaviani, Rita Eid, Didier Zoccola, Mélanie Pousse, Jean-Marc Dubal, Edwige Barajas, Karine Jamet, Kevin Lebrigand, Pascal Lapébie, Christian Baudoin, Marie-Josèphe Giraud-Panis, Alice Rouan, Gallic Beauchef, Christelle Guéré, Katell Vié, Pascal Barbry, Sylvie Tambutté, Eric Gilson, Denis Allemand

**Keywords:** Marine biology, Cell biology, Circadian rhythms, Senescence

## Abstract

Aging is a multifactorial process that results in progressive loss of regenerative capacity and tissue function while simultaneously favoring the development of a large array of age-related diseases. Evidence suggests that the accumulation of senescent cells in tissue promotes both normal and pathological aging. Oxic stress is a key driver of cellular senescence. Because symbiotic long-lived reef corals experience daily hyperoxic and hypoxic transitions, we hypothesized that these long-lived animals have developed specific longevity strategies in response to light. We analyzed transcriptome variation in the reef coral *Stylophora pistillata* during the day–night cycle and revealed a signature of the FoxO longevity pathway. We confirmed this pathway by immunofluorescence using antibodies against coral FoxO to demonstrate its nuclear translocation. Through qPCR analysis of nycthemeral variations of candidate genes under different light regimens, we found that, among genes that were specifically up- or downregulated upon exposure to light, human orthologs of two “light-up” genes (HEY1 and LONF3) exhibited anti-senescence properties in primary human fibroblasts. Therefore, these genes are interesting candidates for counteracting skin aging. We propose a large screen for other light-up genes and an investigation of the biological response of reef corals to light (e.g., metabolic switching) to elucidate these processes and identify effective interventions for promoting healthy aging in humans.

## Introduction

Aging is classically defined as a progressive loss of organ and organismal function, renewal potential, and stress resistance. At the cellular level, aging represents the accumulation of unrepaired or irreparable damage leading to cellular senescence^1^. Although aging affects all organisms, its mechanisms have mainly been studied in a limited number of model organisms (yeasts, nematodes, mice, and *Drosophila*)^2,3^. Exploration of the aging process of non-model organisms is crucial for developing a more generalized understanding of aging. Organisms with unique habitats or life histories are particularly likely to have distinct biological processes useful in the development of novel environmental or medical applications.

In this context, cnidarians such as hydra and corals emerge as potent models of aging as their genetic individuals exhibit extreme lifespan, regeneration capacity, and resistance to ultraviolet (UV) light or oxic stress^4–7^. Reef-building corals host photosynthetic endosymbiotic dinoflagellate algae (family Symbiodinaceae), commonly called zooxanthellae, in their endodermal cells. As a result of the photosynthetic activity of these algae, coral cells undergo drastic and rapid nycthemeral variation in exposure to oxygen and/or reactive oxygen species (ROS); the extreme limits of this variation correspond to hypoxia (i.e., < 5% O_2_) at night and hyperoxia (i.e., > 60% O_2_) during the day^8–10^. However, at the same time these animals can live and expand clonally for decades in aquaria and in the field, and the ages of some wild genetic individuals have been estimated to be more than several hundreds of years^11,12^. As previously discussed^5^, we consider in this work that a coral individual refers to the syngenic colony as a whole and not to an isolated polyp. Thus, reef building corals represent a paradox in terms of current theories of aging, which characterize high ROS levels as an accelerant of aging^13^. Some specific mechanisms of oxic stress resistance have been identified in corals^6,7,14–16^; however, their contribution to the extreme longevity of these animals remains unknown. Obviously, as exposure to daylight is the main driver of symbiotic corals physiology, these resistance mechanisms are linked to circadian rhythms^6,17–19^, but, interestingly, even in mammals, circadian molecular clocks are crucial for stress management and their dysfunctions can result in aging phenotypes^20^. This suggest very ancient evolutionary links between these processes, echoing with the common origin of cryptochrome proteins from the core molecular clocks and light-induced UV damage-repairing photolyases^21^.

In this study, we investigated nycthemeral transcriptional variation in the coral *Stylophora pistillata* and the expression of genes involved in the nycthemeral oxic transition as well as those related to anti-senescence properties in humans. Our results help elucidate the biological response of corals to light and contribute to the identification of new genes and biological pathways involved in human aging.

## Results

### A transcriptomic signature of the nycthemeral oxic transition

Isogenic samples of *Stylophora pistillata* were collected 1 h before the end of each 12 h:12 h photoperiod of light:dark conditions, and we will respectively refer to them as “day” and “night” samples. Total RNA was extracted and used to prepare cDNA libraries that were sequenced with SOLiD technology (Fig. S1). Reads were mapped against the *Stylophora pistillata* gene models^22^ to obtain relative expression data. 

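Coral transcripts were counted in 6 libraries, 3 from day samples taken 1 h before the end of the light phase and 3 from night samples taken 12 h later. The microcolonies of this branching reef coral had been cut from 3 syngenic parent colonies and had recovered for 10 days at 25 °C and a salinity of 38. The authors sequenced poly(A) RNA by ligation on a SOLiD instrument and aligned the colorspace reads as single ends with Bowtie (1.2.3 in the submitters' processing notes) to the longest coding sequence of each gene model. They then counted reads with a Python script of their own. The deposited table gives whole-number counts per gene model, not normalized. In that table, the value of a gene model whose ID forms the start of longer IDs also holds the reads of those gene models, which concerns 2371 IDs (9.2%). Spis1683, named HLF in Table S3, shows the effect. Its deposited values were 1066, 759 and 2723 in day samples and 2034, 1106 and 1432 in night samples. Without the reads of the 10 longer IDs, 2, 3 and 8 reads remained in day samples and 646, 410 and 436 in night samples. Subtraction left 0 values below 0 and gave totals equal to the mapped reads of Table S1 in 6 of 6 libraries. The recovered reads were used for every test, except where the values as deposited are named as an alternative. The day libraries held 1552480 to 6619275 reads on coral gene models (median 2833800) and the night libraries 1916270 to 3062255 (median 2621328). Table S1 lists 27490487 to 56248006 sequenced reads per library, and the values given here rest on the mapped reads. A gene with 10 reads therefore carried a counting error of 31.6%, which covers counting alone. The 1589 gene models without a read in any library were removed, and the other 24180 were compared by edgeR's quasi-likelihood test with TMM scaling, day minus night, with Benjamini-Hochberg adjustment. Levels are given as CPM after the same scaling. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F. Gene names are those of Table S3, the best BLAST hits in other organisms, so 1 name can stand for several gene models.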

Using an adjusted P-value cutoff of 0.05, we identified 151 genes that were significantly modulated between these two conditions (Fig. 1a, Table S3) and contained 122 nonredundant annotations. 

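The largest named rise in day samples was that of LONF3 (Spis16239), a relative of the LON proteases, at 88.1 ± 7.67 CPM (SD, n = 3) by day and 3.57 ± 1.97 CPM (SD, n = 3) by night, 23.8-fold higher by day. HEY (Spis21953), a basic helix-loop-helix repressor downstream of Notch, stood at 761 ± 50.2 CPM (SD, n = 3) by day and 53.7 ± 8.13 CPM (SD, n = 3) by night, a 14.2-fold rise. The largest named fall was that of HLF (Spis1683), a transcription factor with a basic leucine zipper, at 1.27 ± 0.609 CPM (SD, n = 3) by day and 198 ± 23.7 CPM (SD, n = 3) by night, 164-fold lower by day. DMBT1 (Spis18446), a scavenger receptor protein, stood at 15.3 ± 3.94 CPM (SD, n = 3) by day and 394 ± 75.4 CPM (SD, n = 3) by night, 24.7-fold lower by day. In edgeR's quasi-likelihood test, LONF3 and HEY each had an adjusted p of 4.2e-12, DMBT1 of 8.3e-14 and HLF of 5.9e-17.

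The next 8 named rises were those of HMCN1 (Spis23455), ETS1B (Spis18634), CRY1 (Spis11906), PAX3 (Spis375), PAX3B (Spis374), ETS2 (Spis5906), EGR1B (Spis4141) and FOS (Spis18079), with log2 fold changes from 3.41 down to 2.57. Most of these encode transcription factors, and HMCN1 encodes a hemicentin of the extracellular matrix. Other large named falls were those of MOT12 (Spis17877), DAUE (Spis11343), EDIL3 (Spis20715), PTR36 (Spis14863), D39U1 (Spis2837), APOD (Spis7607) and DDL (Spis20074), with log2 fold changes from -3.69 to -2.63. Among gene models without a name, Spis10472 rose 37.8-fold by day, from 3.32 ± 0.972 CPM (SD, n = 3) to 122 ± 23.5 CPM (SD, n = 3). Spis7860 had 148 reads in the day libraries and 0 in the night libraries, at least 33.4-fold higher by day against a floor of 3 counts over the night group.

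In all, 161 of the 24180 gene models passed an adjusted p of 0.05 in edgeR's test, 62 higher and 99 lower by day. An unadjusted p under 0.05 was found for 1294. That is close to the share of 0.05 of the 24180 that would pass if no gene model differed. Of the 151 gene models of Table S3, which the study chose on these libraries and which are therefore not independent evidence, 139 were among them and 151 had the direction of Table S3. With the replicate number as a block, 409 gene models passed in edgeR, 209 higher and 200 lower by day. DESeq2 called 149 without the block and 127 with it (56 higher and 71 lower). On data simulated without a block, 23.6% of edgeR's calls were false with the spread of each gene as estimated, and 3.5% with a common spread. In edgeR without a block the count was 97 without night replicate 1 and 94 without night replicate 2, and limma-voom gave 79. The number higher by day was 128 without day replicate 3. HMCN1 did not pass without night replicate 1 (adjusted p = 0.064 from edgeR) or with limma-voom (adjusted p = 0.083), and with the values as deposited PAX3 stood at a log2 fold change of -0.10 and HLF at -0.50 (adjusted p = 1.0 and 0.23 from edgeR).

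**Figure D1:**
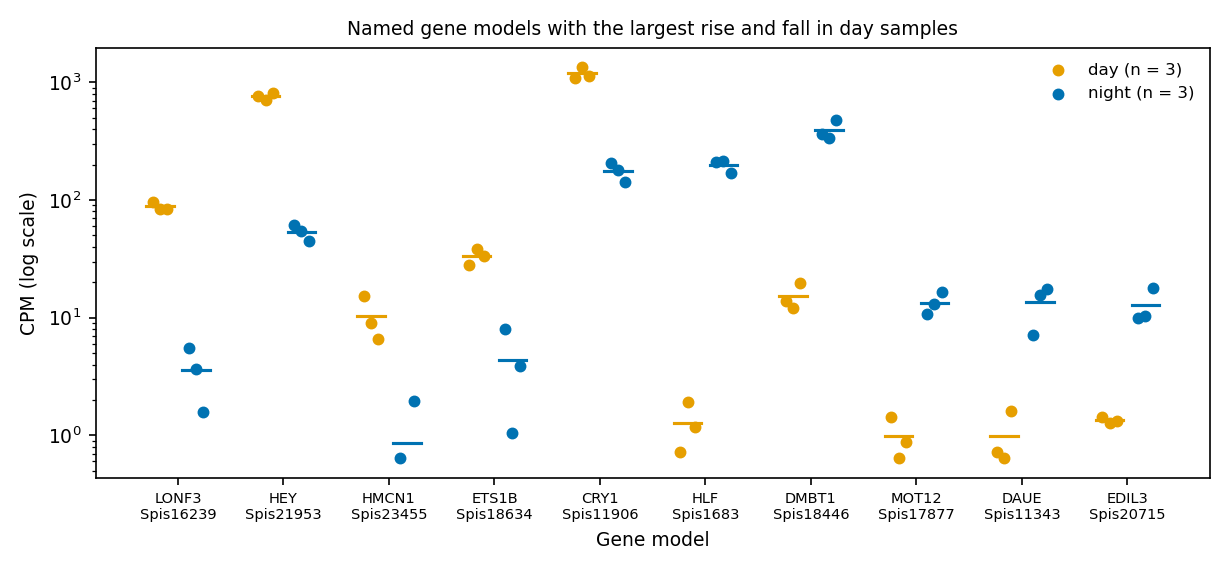
CPM on a log axis of the 5 named gene models with the largest rise and the 5 with the largest fall in day samples, with 1 point per library and a line at the mean of the 3 day or 3 night libraries. The rule that picked these 10 required day and night points to lie apart, and 1 night library of HMCN1 with 0 reads is not drawn.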

When reads were mapped against the *Symbiodinum microadriaticum* gene models^23^, no significantly up- or downregulated genes were obtained given our P-value threshold (Fig. 1b) although these mapped reads represented about a third (31.33%) of total mapped reads (Table S1). This inability to identify significantly modulated *Symbiodinium* genes from our RNA sequencing (RNA-seq) samples was surprising. The relatively low sequencing depth of our RNAseq study (Table S1) precludes the analysis of low expressing DEGs. However, this is unlikely to explain the absence of algal DEGs since large and similar numbers of reads were observed for key photosynthesis genes in both “day” and “night” conditions (Table S2). Moreover, similarly very limited transcriptional changes have been reported in previous studies in dinoflagellates for both axenic^24^ and coral-hosted^25^ cultures upon exposure to thermal or other stresses. Thus, it appears that dinoflagellates mainly regulate daily or short-term expression through posttranslational mechanisms that may consist of regulating small RNA^26^ or trans-splicing with spliced leader (SL) sequences^24^. Regulation involving these mechanisms might be complex^24^, and their effects may be invisible to polyadenylated mRNA-based RNA-seq differential expression analyses, such as the present study.

**Figure 1:**
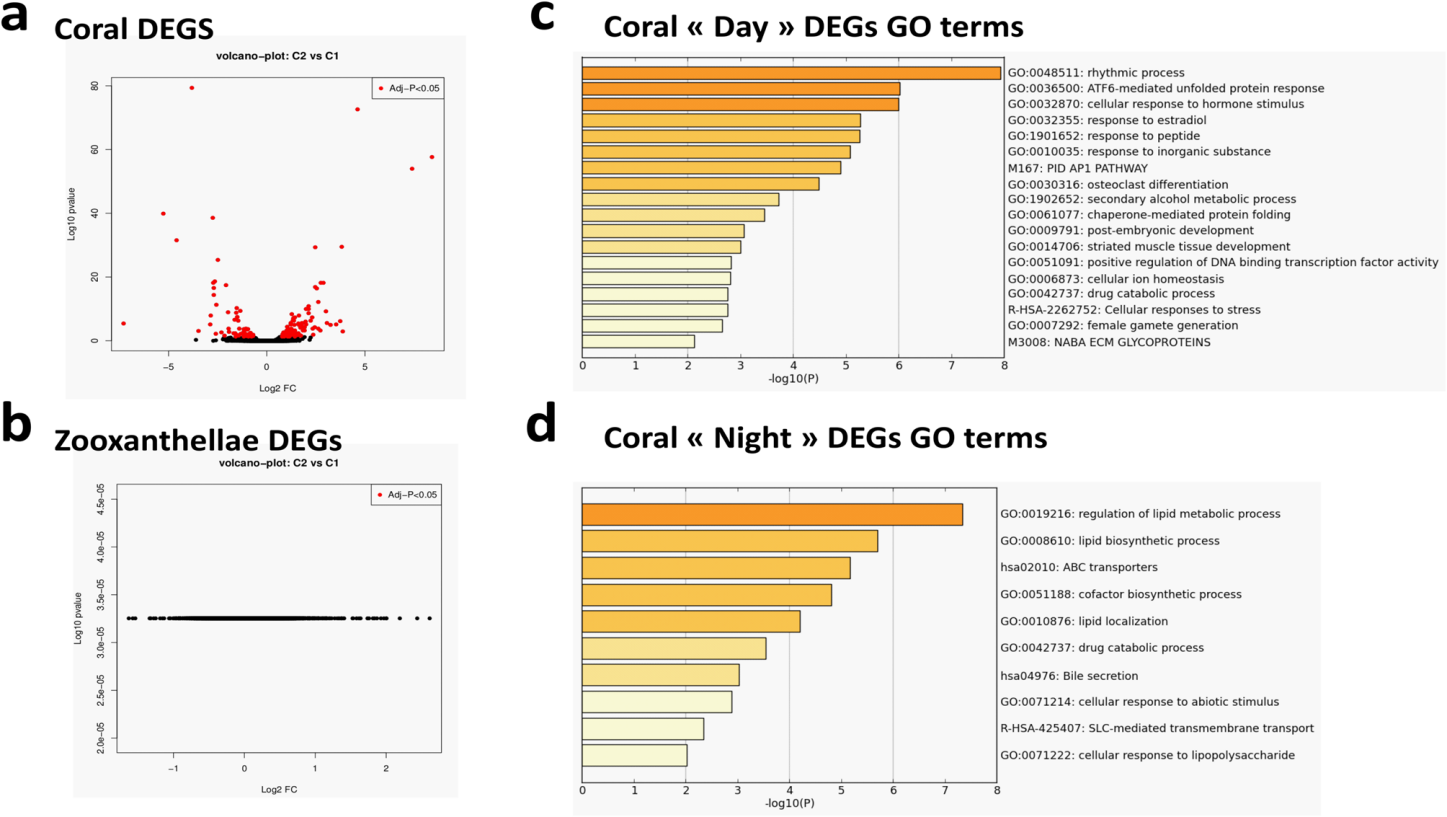
Day vs. night transcriptomic signatures. (**a**,**b**) Volcano plots of significantly differentially expressed genes (DEGs) in *Stylophora pistillata* (**a**) or *S. microadriaticum* (**b**) transcriptomes, generated with the R software package. (**c**,**d**) Bar charts representing significantly enriched terms identified in Metascape annotation analyses among significantly upregulated (**c**) or downregulated (**d**) genes in Day or Night transcriptomic signatures of *S*. *pistillata*. Color gradient is scaled to the represented −log10(P-value).

Gene ontology (GO) and pathway analyses were performed with 102 orthologous human genes among the 122 *S*. *pistillata* nonredundant differentially expressed genes (DEGs), determined by identifying the best BLAST hits against the UniProtKB/Swiss-Prot database. GO terms related to lipid metabolism and small-molecule transport were overrepresented among downregulated genes (i.e., more present in night samples; Fig. 1d), and those associated with circadian rhythms, cellular responses to stimuli, and stress and protein stability were overrepresented among upregulated genes (i.e., more present in day samples; Fig. 1c). These results are consistent with previous studies of cnidarian transcriptomics that have reported similarly enriched terms among DEGs between day and night samples in *Acropora cervicornis*^15^ and *A*. *millepora*^18^ and heat or light stress samples in *A*. *hyacinthus*^27^ and *S*. *pistillata*^28–30^. 

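Genes of lipid metabolism were mostly lower by day. Of 14 gene models on this list, 11 fell, 2 rose and 1 did not pass the test (12 lower and 2 higher when adjusted over the list alone). APOD (Spis7607), a lipid carrier of the lipocalin family, stood at 9.61 ± 2.77 CPM (SD, n = 3) by day and 67.8 ± 5.28 CPM (SD, n = 3) by night. ABH6A (Spis15791), a monoacylglycerol lipase, fell by 2.12 on the log2 scale (standard error 0.23, adjusted p = 7.8e-07 from edgeR). The 2 that rose were APLP (Spis15601), an apolipophorin, with a log2 fold change of 1.16 (standard error 0.27, adjusted p = 0.032 from edgeR), and ABHD4 (Spis2930), with 1.06 (standard error 0.23, adjusted p = 0.018 from edgeR). The neighbouring number Spis2931, also named ABHD4, fell by 1.33 and did not pass with limma-voom (adjusted p = 0.06).

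Small-molecule transporters moved the same way. Of 15 gene models, 13 fell, 1 rose and 1 did not pass (13 lower and 2 higher when adjusted over the list alone). WHITE (Spis13464), an ABC transporter of pigment precursors in flies, stood at 24.7 ± 9.51 CPM (SD, n = 3) by day and 99.1 ± 11.5 CPM (SD, n = 3) by night. MOT12 (Spis17877), a monocarboxylate transporter, had 0.985 ± 0.405 CPM (SD, n = 3) by day and 13.4 ± 2.9 CPM (SD, n = 3) by night. RHBGB (Spis12969), an ammonium transporter of the Rh family, rose by day (log2 fold change 2.54, standard error 0.49, adjusted p = 0.0049 from edgeR). NPT2B (Spis12237), a sodium-phosphate cotransporter, had a log2 fold change of 0.71 and did not pass (adjusted p = 0.13 from edgeR, 0.012 with the replicate block).

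Transcription factors ran in the other direction. Of 16 gene models on this list, 12 rose, 1 (HLF) fell and 3 did not pass (15 higher and 1 lower when adjusted over the list alone). FOS (Spis18079), a component of AP-1, stood at 65.0 ± 24.3 CPM (SD, n = 3) by day and 10.8 ± 0.917 CPM (SD, n = 3) by night. ETS2 (Spis5906) had 51.0 ± 2.55 CPM (SD, n = 3) by day and 7.92 ± 1.11 CPM (SD, n = 3) by night, and PAX3B (Spis374) had 69.5 ± 10.6 CPM (SD, n = 3) and 10.9 ± 2.02 CPM (SD, n = 3). A second HEY gene model, Spis7206, rose by day from 22.2 ± 7.15 CPM (SD, n = 3) to 86.2 ± 16.9 CPM (SD, n = 3). The 3 that did not pass were SPDEF (Spis6216.t1), ETS2 (Spis18633.t1) and NF2L1 (Spis2715), with adjusted p values of 0.55, 0.13 and 0.17 from edgeR, and of 1.7e-09, 0.0045 and 0.018 with the replicate block. In the blocked DESeq2 fit NF2L1 did not pass (adjusted p = 0.1), and in edgeR SPDEF passed without day replicate 2 (adjusted p = 0.00045) and this ETS2 gene model without day replicate 3 (0.021). The members of all 3 lists were taken from Table S3, chosen by the study on these libraries, so their counts are not independent evidence of direction. As each member had passed DESeq2 in the paper, passing when adjusted over the list alone adds no support. ABH6A, ABHD4 (Spis2931), NPT2B, HEY (Spis7206), SPDEF and NF2L1 were chosen as examples after their values were seen. With limma-voom, 7 members of the lipid list and 7 of the transport list passed. APLP did not pass with either filter on low counts, with limma-voom, with the values as deposited, or without day replicate 1 or 2 or night replicate 2 or 3 (adjusted p from 0.099 to 0.46), ABHD4 (Spis2930) without day replicate 2 or night replicate 1 or 2, with limma-voom, in the thinned libraries or in the blocked DESeq2 fit (0.057 to 0.17), and RHBGB without day replicate 2 or night replicate 2, with limma-voom or in the blocked DESeq2 fit (0.054 to 0.18). From the terms enriched among the genes past its cutoff in each direction, the paper places lipid metabolism and transport with the night samples, and rhythm, responses to stimuli and protein stability with the day samples.

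**Figure D2:**
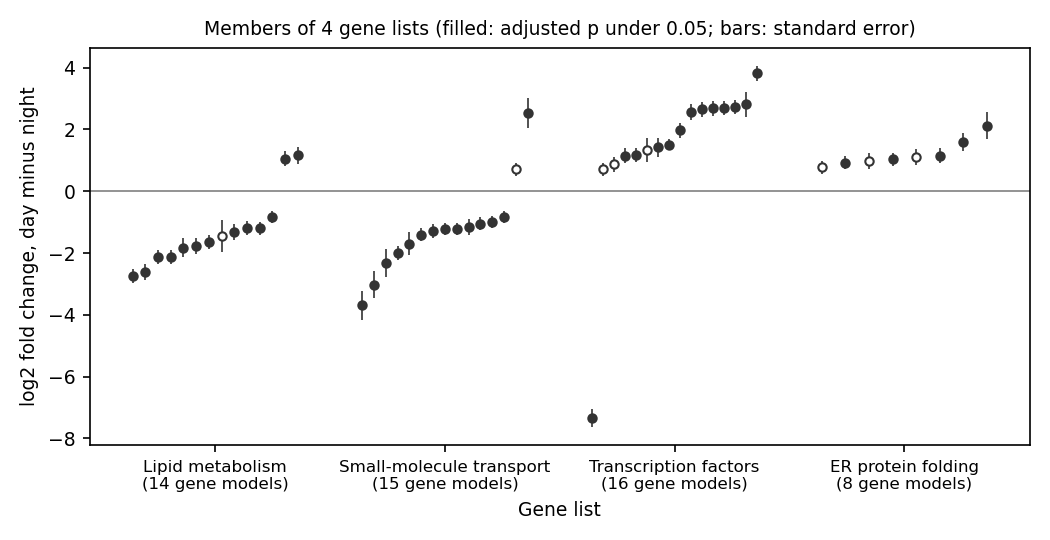
Log2 fold change, day minus night, of each gene model of the lipid metabolism, small-molecule transport, transcription factor and endoplasmic reticulum folding lists (14, 15, 16 and 8 gene models), with bars for the standard error. Filled points passed an adjusted p of 0.05 in edgeR's test: 11 lipid and 13 transport points lie filled below 0, and HLF is the point below all others at -7.35.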

Noteworthy, we did not find significative enrichment for biological processes such as DNA repair and cell cycle^29^, although some of our DEGs had corresponding annotations: XPC and PHR involved in DNA repair while HSP68, CRY1, CALR, COT2, PHC1, ECT2, ATF4, ETS2, XPC; CB042, CLOCK and ANPRA are linked to cell cycle.

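Both DNA repair genes were lower in day samples. XPC (Spis5282), which recognises damage in nucleotide excision repair, had 8.03 ± 2.19 CPM (SD, n = 3) by day and 39.2 ± 11.7 CPM (SD, n = 3) by night, 4.96-fold lower by day. PHR (Spis13171), a photolyase, had 11.9 ± 2.47 CPM (SD, n = 3) by day and 71.4 ± 8.42 CPM (SD, n = 3) by night, 5.82-fold lower by day. The adjusted p values from edgeR were 7.6e-06 for XPC and 7e-09 for PHR, and 2 of 2 also passed when adjusted over the list alone (0 higher, 2 lower).

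The names linked to cell cycle stood for 16 gene models, which moved in both directions. Of these, 9 rose, 4 fell and 3 did not pass (11 higher and 5 lower when adjusted over the list alone). Among those that rose, COT2 (Spis14503), a nuclear receptor, had 80.5 ± 4.24 CPM (SD, n = 3) by day and 28.4 ± 0.478 CPM (SD, n = 3) by night. PHC1 (Spis16576), a Polycomb protein, had a log2 fold change of 1.39 (standard error 0.22, adjusted p = 0.00045 from edgeR). HSP68 (Spis19922), a heat shock protein of the HSP70 family, had 9.71 ± 1.38 CPM (SD, n = 3) by day and 2.15 ± 1.05 CPM (SD, n = 3) by night (adjusted p = 0.0098 from edgeR). Besides XPC and the CRY1 gene model Spis21780, those that fell were ANPRA (Spis14052), a natriuretic peptide receptor, by 2.32 on the log2 scale (standard error 0.37, adjusted p = 0.00033 from edgeR) and CB042 (Spis2785) by 1.62 (standard error 0.23, adjusted p = 6e-05 from edgeR). ECT2 (Spis2665), which acts in cytokinesis, had 45.3 ± 23.9 CPM (SD, n = 3) by day and 125 ± 23.0 CPM (SD, n = 3) by night and did not pass (log2 fold change -1.41, adjusted p = 0.29 from edgeR). It passed with the replicate block (adjusted p = 6.6e-13 from edgeR), as did CALR and ETS2 (Spis18633.t1), the other members that did not pass. The study chose both lists from its own called genes on these libraries, so the counts are not independent evidence. For the same reason, passing when adjusted over the list alone adds no support.

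ECT2 also passed without day replicate 3 (log2 fold change -1.97, adjusted p = 8.9e-10 from edgeR), in the thinned libraries (0.037) and in DESeq2 (0.00059 without and 0.0002 with the block). HSP68 did not pass without night replicate 1 (adjusted p = 0.071 from edgeR) or night replicate 2 (0.11), with limma-voom (0.083) or in the blocked DESeq2 fit (0.12).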

### FOXO is a master regulator of the nycthemeral oxic transition transcriptional signature

To determine the upstream factors regulating the transcriptomic signature of day and night alternation, we compared our signature to published lists of mouse genes known to be directly regulated by stress response master transcription factors XBP1, ATF4, and ATF6 for Unfold Protein Response (UPR), NRF2, and FOXO for oxidative stress and HIF1α for hypoxia (Table S4a)^31–35^. 

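Part of a list of genes tied to protein folding and stress, not all of them encoding proteins of the endoplasmic reticulum, was higher in day samples. Of 8 gene models on this list, 5 rose, 0 fell and 3 chaperones did not pass (8 higher and 0 lower when adjusted over the list alone). CREL2 (Spis17434), a protein of the endoplasmic reticulum, had 24.8 ± 7.83 CPM (SD, n = 3) by day and 8.18 ± 1.31 CPM (SD, n = 3) by night (adjusted p = 0.0032 from edgeR). PDIA4 (Spis14927), a disulfide isomerase, had 59.2 ± 9.76 CPM (SD, n = 3) and 28.9 ± 6.67 CPM (SD, n = 3), with an adjusted p of 0.011 from edgeR. ATF4 (Spis9848), a transcription factor of the integrated stress response, had 889.5 ± 186 CPM (SD, n = 3) by day and 400.1 ± 116 CPM (SD, n = 3) by night, with an adjusted p of 0.017 from edgeR. The other members that rose were PDIA6 (Spis17859), a disulfide isomerase, and HSP68, a heat shock protein. PDIA6, GRP78 and ENPL were chosen as examples after their values were seen. The chaperones GRP78 (Spis22336), ENPL (Spis17435) and CALR (Spis7263) had log2 fold changes of 1.11, 0.99 and 0.77 and did not pass (adjusted p = 0.053, 0.099 and 0.18 from edgeR). With the replicate block in edgeR 8 of the 8 passed, with adjusted p values of 9.5e-05, 0.00086 and 0.011 for these 3 chaperones. In the blocked DESeq2 fit 7 passed, and HSP68 did not (adjusted p = 0.12).

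Of 7 gene models named among the published ATF6 targets, 2 rose (FOS and PDIA4), 2 fell and the 3 chaperones did not pass (5 higher and 2 lower when adjusted over the list alone). With the replicate block 7 of the 7 passed. Genes of redox metabolism moved in both directions: of 11 gene models, 2 rose, 8 fell and 1 did not pass (3 higher and 8 lower when adjusted over the list alone). CATA (Spis3094), the catalase that removes hydrogen peroxide, rose by day from 379 ± 14.6 CPM (SD, n = 3) to 1113 ± 340.1 CPM (SD, n = 3), with an adjusted p of 0.00042 from edgeR. CP3AB (Spis15558.t2), a cytochrome P450, rose from 31.4 ± 5.09 CPM (SD, n = 3) to 86.5 ± 9.38 CPM (SD, n = 3). A second CP3AB gene model, Spis10258, chosen after its values were seen, fell by day (log2 fold change -1.68, adjusted p = 0.013 from edgeR). Spis10258 did not pass without night replicate 2 (0.085) or 3 (0.17), with limma-voom (0.17) or in the blocked DESeq2 fit (0.1). Those that fell also included COQ8A (Spis13613), needed for coenzyme Q, by 1.77 on the log2 scale (adjusted p = 0.00011 from edgeR). All 3 lists were drawn from Table S3 and so are not independent evidence of direction. Every member had passed DESeq2 in the paper, so passing when adjusted over the list alone adds no support. The overlap with the published target lists was not tested because gene models outside Table S3 had no names in the reference used here.

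The endoplasmic reticulum count was 2 without day replicate 1, 1 without night replicate 1, 1 without night replicate 2, 3 with either filter on low counts, 8 in DESeq2 and 0 with limma-voom, where 8 had an unadjusted p under 0.05. The ATF6 count was 7 in DESeq2, with or without the block. CREL2 did not pass without day replicate 1 (adjusted p = 0.064 from edgeR) or with limma-voom (0.1), PDIA4 without day replicate 1 (0.1), night replicate 1 (0.071) or night replicate 2 (0.21) or with limma-voom (0.089), PDIA6 without day replicate 1 (0.15), night replicate 1 (0.18) or night replicate 2 (0.35), with limma-voom (0.16) or with either filter (0.053 and 0.057), and ATF4 without day replicate 2 (0.11), night replicate 1 (0.23) or night replicate 2 (0.25), with limma-voom (0.089), with the values as deposited (0.099) or with either filter (0.061 and 0.058). GRP78 passed without day replicate 2 (adjusted p = 0.0044 from edgeR), day replicate 3 (0.022) or night replicate 3 (0.035), and ENPL without day replicate 2 (0.0063).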

Published HIF1α and ATF4 target genes lists were not significantly overrepresented in the *S*. *pistillata* transcriptomic signature, whereas all other lists were (Fig. 2a), further suggesting endoplasmic reticulum and oxidative stresses pathways are involved. We found that most DEGs were FOXO targets in one or several of four different animal species for which FOXO chromatin immunoprecipitation DNA sequencing (ChIP-Seq) data are available (Figure S4, Table S4b)^35^, which suggests that FOXO is a master regulator of a large proportion of transcriptional responses to coral nycthemeral oxic transitions.

**Figure 2:**
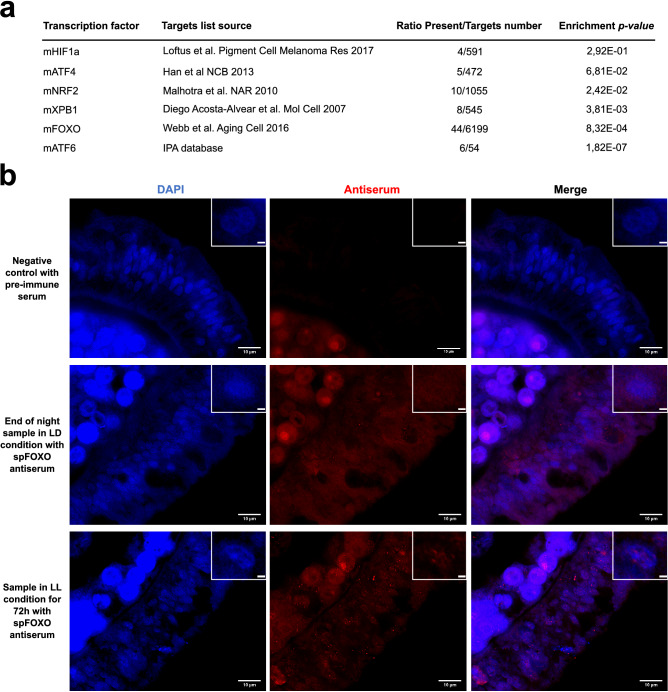
FOXO response in light-exposed coral. (**a**) Comparison of transcriptomic signatures with published lists of selected transcription factor targets^31–35^. (**b**) spFOXO activated in light-exposed coral tissue. Immunofluorescence labeling (red signal) with pre-immune serum (negative control) or spFOXO antiserum and DAPI counterstain (blue signal) of paraffin-embedded coral tissue from syngenic samples collected at night from a colony grown in light/dark conditions and at noon after 72 h of continuous light. An enlarged view of an isolated nucleus is provided in the top right corner, scale bar herein is 1 µm.

In classical models, FOXO activity is regulated by reversible phosphorylation and subcellular localization; its activation triggers its translocation into the nucleus. To investigate the regulation of putative nuclear translocation of spFOXO, we raised antibodies specifically directed against the spFOXO protein (Figure S5). In immunofluorescence experiments, we observed a clear punctuated FOXO pattern in the nuclei of *S*. *pistillata* tissue subjected to 72 h of continuous light compared to a control sample at the end of the scotophase that exhibited only diffuse cytoplasmic staining with spFOXO antibodies (Fig. 2b). Thus, spFOXO is activated in coral tissue on exposure to light, in agreement with the FOXO transcriptomic signature observed during the nycthemeral oxic transition.

### Light-regulated coral genes

Among all significantly modulated genes (Table 1), we selected 23 genes of interest that were representative of the GO terms and pathways. 

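Of the 23 gene models behind Table 1, 12 were higher and 9 lower in day samples in the RNA-seq libraries, and 2 did not pass the test (12 higher and 11 lower when adjusted over the list alone). The study picked these genes on the same libraries, so the count is not independent evidence. For the same reason, passing when adjusted over the list alone adds no support. CAH2 (Spis12076), a carbonic anhydrase that supplies inorganic carbon, had 588 ± 57.8 CPM (SD, n = 3) by day and 204 ± 46.5 CPM (SD, n = 3) by night (adjusted p = 0.00011 from edgeR). PTHD3 (Spis18759), of the patched-domain family, had 48.4 ± 8.29 CPM (SD, n = 3) by day and 270.3 ± 8.41 CPM (SD, n = 3) by night (adjusted p = 1.8e-09 from edgeR). SIK1 (Spis17316), a salt-inducible kinase, had 213 ± 40.0 CPM (SD, n = 3) by day and 51.1 ± 4.6 CPM (SD, n = 3) by night, and EGR1B (Spis4141), listed as EGR1 in Table 1, had 254 ± 85.4 CPM (SD, n = 3) and 40.4 ± 8.96 CPM (SD, n = 3). MMP19 (Spis5859), a matrix metalloproteinase, rose by day from 9.46 ± 2.05 CPM (SD, n = 3) to 25.8 ± 10.7 CPM (SD, n = 3), with an adjusted p of 0.011 from edgeR.

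Among the genes that fell, MRC1 (Spis5178.t1), a C-type lectin receptor, did so by 1.39 on the log2 scale (standard error 0.20, adjusted p = 6.8e-05 from edgeR) and SC5A9 (Spis20327), of the sodium-glucose cotransporter family, by 1.28 (standard error 0.23, adjusted p = 0.0015 from edgeR). HECD3 (Spis4052), a ubiquitin ligase, fell by 1.08 (standard error 0.19, adjusted p = 0.0011 from edgeR) and MDR1 (Spis5236.t1), an ABC efflux transporter, by 1.05 (standard error 0.21, adjusted p = 0.0069 from edgeR). The 2 gene models that did not pass were ECT2 and ACOD (Spis21195), an acyl-CoA desaturase with 18.8 ± 11.0 CPM (SD, n = 3) by day and 53.1 ± 16.8 CPM (SD, n = 3) by night. Its log2 fold change was -1.45 (standard error 0.53, adjusted p = 0.9 from edgeR), or -1.55 with the replicate block, where it passed (adjusted p = 1.6e-10 from edgeR), while it did not in the blocked DESeq2 fit (adjusted p = 1.0).

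ACOD also passed in DESeq2 (adjusted p = 0.019) and without day replicate 3 (log2 fold change -2.10, adjusted p = 0.0087 from edgeR). MMP19 did not pass without day replicate 3 (adjusted p = 0.16 from edgeR), night replicate 1 (0.14) or night replicate 2 (0.11), with limma-voom (0.18) or in the blocked DESeq2 fit (0.053), and MDR1 without day replicate 2 (0.057) or night replicate 2 (0.085).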

We analyzed their expression by quantitative reverse-transcription polymerase chain reaction (qRT-PCR) in new coral samples collected at the same nycthemeron times as those used in the RNAseq analysis. Among them, 11 genes were validated since they were consistently modulated in the same direction as observed in RNA-seq analyses and with |fold-change|> 2.

**Table 1:** Validation of selected genes of interest.

Gene symbol	qPCR	RNA seq
	LOG2 (FC)	LOG2 (FC)
ACOD	− 0.81	− 1.48
ACOX1	1.10	− 2.13
APLP	0.61	1.16
**CAH2**	**2.21**	**1.53**
**CATA**	**2.66**	**1.55**
**CLOCK**	**2.69**	**1.43**
**CRY1**	**1.63**	**2.48**
CRYD	− 1.19	− 0.90
ECT2	− 0.79	− 1.43
**EGR1**	**1.55**	**2.65**
**FOS**	**2.16**	**2.58**
HECD3	0.21	− 1.08
**HEY**	**4.13**	**3.82**
**LONF3**	**4.02**	**4.59**
MDR1	− 0.69	− 1.05
**MMP19**	**2.16**	**1.48**
MRC1	0.82	− 1.39
PAX3	0.89	2.72
**PHR**	**− 1.98**	**− 2.55**
**PTHD3**	**− 2.27**	**− 2.46**
SC5A9	2.52	− 1.28
SIK1	0.44	2.07
XPC	− 0.91	− 2.31

We selected 23 genes of interest among differentially expressed genes (DEGs) based on main pathways, ontology, and functional terms overrepresented in the transcriptomic data as tested by quantitative reverse-transcription polymerase chain reaction (qRT-PCR) using two reference genes (36B4 and β-actin) and compared them to RNA sequencing results in six independent samples collected at the exact same moments of the nycthemeron. We validated 11 genes with co-directional expression and │fold-change│ > 2 (bold) as candidate genes.

We investigated whether these genes were regulated by a biological clock or directly by light. We performed an experiment in which isogenic coral microcolonies were collected in triplicate every 4 h during a 48 h period under three different conditions: a control condition similar to aquarium culture with daily alternation of 12 h of light and 12 h of darkness (ALT), continuous light (Light), and continuous darkness (Dark; Fig. 3a), and were then analyzed by qRT-PCR.

**Figure 3:**
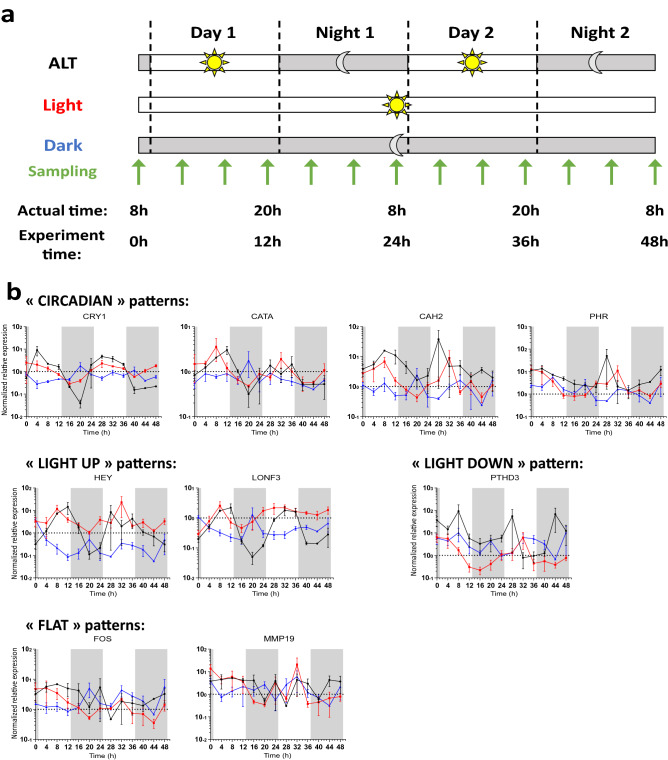
Circadian expression patterns of candidate genes. (**a**) Three samples were collected every 4 h during a 48 h period from isogenic *S*. *pistillata* colonies under conditions of alternating light and darkness (ALT), continuous light (Light), or continuous darkness (Dark). (**b**) Expression kinetics of candidate genes measured using RT-qPCR and ordered by the different patterns observed. White and grey backgrounds correspond to the actual/subjective photophase and scotophase, respectively.

Using these results, we characterized different expression patterns (Fig. 3b). The expected oscillations were obtained in the ALT condition regarding the expression of the clock gene CRY1. Interestingly, continuous light preserved CRY1 oscillations despite a decrease in their amplitude. However, complete darkness resulted in a rather flat expression pattern, which suggests that oscillating CRY1 expression over a 24 h period may depend on the presence of light but not its alternation with darkness. We identified this pattern, also followed by catalase (CATA), carbonic anhydrase 2 (CAH2) and photolyase (PHR), as “circadian”.

Then we characterized other patterns, including a “light-up” pattern that was observed for the HEY gene; this pattern exhibited oscillations under ALT conditions but general gene expression upregulation under continuous light (Fig. 3). The same pattern was observed for the LONF3 gene.

By contrast, the “light-down” pattern exhibited by PTHD3 showed general gene expression downregulation under continuous light, with some conservation of oscillations, which suggests modulation by both light and the biological clock (Fig. 3).

Some other genes showed a relatively “flat” pattern, with no characteristic oscillations or recurrent changes and no clear effects of continuous light or darkness.

### Two light-up genes protect against senescence in human fibroblasts

Because genes with circadian or light-dependent patterns participate in oxic transition protection mechanisms, we knocked down expression of their human orthologs in MRC5 fibroblasts cultured at 5% or 20% O_2_ and measured the proportion of cells displaying senescence-associated β-galactosidase (β-gal) staining (Fig. 4). We tested genes orthologous to the light-up genes including all three spHEY human orthologs (HEY1, HEY2, and HEYL). PHR has no human ortholog, and the KD of PTHD3 produced unsatisfactory results; therefore, these genes are not discussed further here. Although catalase KD had no significant impact, KD of genes orthologous to the light-up genes HEY and LONF3 increased the proportion of cells with β-gal staining at 5% and 20% O_2_, which indicates that these genes have longevity properties in human cells.

**Figure 4:**
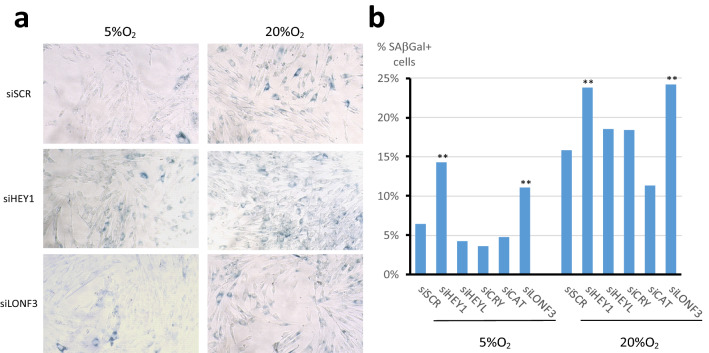
Knockdown of candidate gene orthologs in MRC5 fibroblasts. Non-senescent MRC5 cells were cultured in either 5% or 20% O_2_ and then transfected with indicated siRNA 96 h prior to senescence-associated β-galactosidase staining. (**a**) Representative photographs of labeled cells. (**b**) Results are expressed as percentages of labeled cells. A minimum of 200 cells were counted in each condition. P values were calculated using the binomial law, relative to the control condition, and corrected for multiple comparisons with the Bonferroni correction (α′ = 0.008333; **P-value < 10^–5^).

## Discussion

Two main conclusions can be drawn from the results of this study: FOXO is a master regulator of the nycthemeral oxic transition transcriptional signature in coral, and genes modulated by light in coral (light-up/-down genes) are novel candidates for stress resistance or longevity properties that may be conserved in orthologous species.

The FOXO family of transcription factors has been extensively associated with biological rhythms, stress responses, stem cells, and longevity in animals^36^. In cnidarians, FOXO plays a key role in determining *Hydra* self-renewal capabilities and apparent immortality by maintaining stemness in all three stem cell lineages of these organisms^37^. In the present study, FOXO was activated in corals upon stimulation with light, which suggests the existence of FOXO functions related to defense mechanism management in corals as previously hypothesized^38^. Stem cell compartments have not yet been characterized in *S*. *pistillata*; however, management of daily hyperoxia in progenitors is likely key in its exceptional resistance and longevity, and our results further suggest a suspected role of FOXO in the underlying cellular processes.

Investigation of the nycthemeral oxic transition mechanisms in corals is difficult as they may be mitigated by effects of the endogenous circadian clock, light stimulation independent of photosynthesis, and light stimulation dependent on photosynthesis (symbiotic relationships). Our RNA-Seq experimental design did not permit us to disambiguate the effects of these parameters because we focused on exploring global responses. Among our candidate genes, we identified two clock genes, CRY1 and Clock. However, our time-course analyses of candidate genes allowed us to refine interpretations of the contribution of the biological clock to regulating the expression of these genes.

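Several cryptochrome gene models moved in opposite directions between day and night. CRY1, named for the blue-light receptor that is part of animal clocks, stood for 4 gene models. Spis11906 had 1190.5 ± 134 CPM (SD, n = 3) by day and 176 ± 33.5 CPM (SD, n = 3) by night, Spis15188.t1 had 270.3 ± 26.0 CPM (SD, n = 3) by day and 48.4 ± 12.0 CPM (SD, n = 3) by night, and Spis11907.t1 had 628 ± 104 CPM (SD, n = 3) and 245 ± 15.0 CPM (SD, n = 3). The fourth, Spis21780, was lower by day, at 18.1 ± 8.66 CPM (SD, n = 3) and 63.5 ± 8.36 CPM (SD, n = 3). CLOCK (Spis3527), the transcription factor of the positive arm of the clock, rose 2.69-fold by day, from 7.96 ± 3.55 CPM (SD, n = 3) to 21.6 ± 2.63 CPM (SD, n = 3).

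Their log2 fold changes in edgeR's test were 2.76 (standard error 0.25, adjusted p = 1.1e-08) for Spis11906, 2.48 (0.21, 3.4e-09) for Spis15188.t1, the gene model of Table 1, 1.36 (0.22, 0.00043) for Spis11907.t1, -1.74 (0.27, 0.0025) for Spis21780 and 1.43 (0.31, 0.016) for CLOCK. CRYD (Spis6955), a cryptochrome of the DASH group, was lower by day, at 37.7 ± 10.1 CPM (SD, n = 3) against 70.8 ± 7.03 CPM (SD, n = 3) by night (adjusted p = 0.026 from edgeR). Of the 8 gene models on the clock and photolyase list, which also holds PHR and HLF, 4 rose, 4 fell and 0 did not pass (4 higher and 4 lower when adjusted over the list alone). The study chose these genes on the same libraries, so the counts are not independent evidence, with or without adjustment over the list alone.

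CLOCK did not pass without night replicate 1 (adjusted p = 0.13 from edgeR) or night replicate 2 (0.21), in the thinned libraries (0.2), with limma-voom (0.083) or in the blocked DESeq2 fit (0.081). The CRY1 gene model Spis21780 did not pass without day replicate 2 (0.099) or in the thinned libraries (0.057). CRYD did not pass with either filter on low counts (0.063 and 0.062), with limma-voom (0.12), in the blocked DESeq2 fit (0.13), with the values as deposited (0.061), or without day replicate 2 (0.16), day replicate 3 (0.057) or night replicate 1 (0.065), 2 (0.29) or 3 (0.054).

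**Figure D3:**
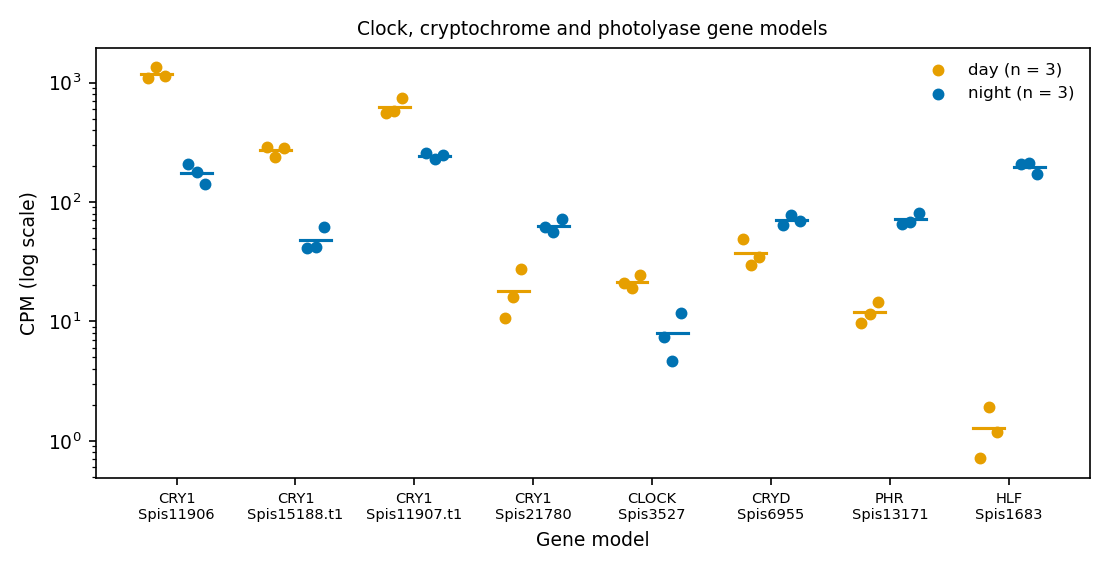
CPM on a log axis of the 8 gene models of the clock and photolyase list, with 1 point per library and a line at the mean of the 3 day or 3 night libraries. For 3 of the 4 CRY1 gene models and for CLOCK the day points lie above the night points, and for the other 4 gene models they lie below.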

Only a few studies have examined cnidarian models under conditions of continuous light^17,39^ or continuous darkness^18,21,40^, and none have explored both within the same experiment. Our results suggest that light (or its consequences, i.e. increased O_2_ concentration) is not directly linked to CRY1 gene expression amplitude but rather is necessary for the pattern of its oscillation over a 24 h period independent of a darkness phase. This finding suggests that light is a necessary kick-starter for endogenous clock oscillations and that oscillating expression of CRY genes is hardwired into their molecular pathways, which makes this molecular clock an intermediate between simple light-induced expression and an autonomously oscillating clock. Additional evidence, notably a more extended list of clock genes, will be required to prove this hypothesis and determine whether it represents a widespread strategy among cnidarians. As recent studies continue to reveal connections between the transcriptional clock, autonomously oscillating redox and metabolic systems, or aging, endosymbiotic cnidarians may prove to be interesting models for deciphering these relationships^19,20^.

Among our candidate genes that met all selection criteria, some might have been expected based on their known functions. Examples include CRY1, CATA, PHR, and CAH2. Catalase is well known for its antioxidant defense functions and has been extensively studied in cnidarians^41^. However, the pattern of its expression is surprisingly similar to that of CRY1 and is unaltered by continuous light treatment, which suggests that circadian control is the main regulator of this gene. Photolyase (PHR) has a blue light–induced UV-damaged DNA repair function that seems particularly relevant in endosymbiotic cnidarians but has been poorly investigated in these organisms^42^. In our study, PHR expression patterns did not account for clear clock- or light-induced modulations, although its expression seems to increase around subjective dawn in ALT or continuous light conditions. Carbonic anhydrase 2 (CAH2) activity provides inorganic carbon for both photosynthesis and calcification^43,44^; thus, circadian control of its expression is consistent because it is expected to fuel both processes in the context of light-enhanced calcification^45,46^.

It is interesting that human orthologs of the two candidate genes showing light-up modulation (LONF3 and HEY1) have anti-senescence properties in human fibroblasts. LONF3 is related to LON proteases, which are conserved across all kingdoms and implicated in proteostasis, a critical process for the turnover of damaged proteins, the failure of which is a hallmark of aging. LON proteases are also involved in mitochondrial UPR^47^. LONF3 shares its N-terminal substrate binding domain but has two zinc finger motifs. However, its specific function has not been reported in any model organism, except for a single screen in which its KD increased gH2AX phosphorylation in HeLa cells^48^, which suggests that it may contribute to protecting against DNA damage. HEY1 belongs to a family of bHLH transcription factors related to the *Drosophila* Hairy and Enhancer of Split genes. Hey genes are targets of the Notch and TGFb signalization pathways and repress other TFs as dimers recruiting HDACs^49^. Consistent with our data, the closely related HELT in *Nematostella vectensis* exhibits light-dependent oscillating expression^40^. A HEY family of TFs was recently associated with the maintenance of stem cell functional pools through p53 or lamin regulation in mice and *Drosophila*^50,51^ and with cancer cell self-renewal and differentiation in humans, which suggests that it may contribute to cell renewal homeostasis in physiological and aging contexts. PTHD3 belongs to the Patched Domain-Containing gene family, which is ancient in animal and plant evolution^52^. These genes are related to hedgehog signaling, sterol metabolism, and cell patterning; however, their precise functions remain elusive.

Overall, our candidate genes involved in metabolism and antioxidant defenses appear to rely mainly on circadian patterns, which suggests anticipation strategies. Transcription factors are more directly regulated by light, which suggests a role centered on defense adjustment to actual environmental conditions. This hypothesis is supported by our KD experiments in human fibroblasts, which revealed a protective role in their orthologs. Mechanisms behind both anticipation and adjustment strategies may be relevant to the aging process since molecular damages accumulate faster during time shifts between raises in damaging sources and corresponding defense mechanisms^1,19,20^. The precise functions and mechanisms of action of these candidate genes or their paralogs remain poorly described, which suggests that they may harbor original functions that are key to the exceptional resistance and longevity exhibited by corals and that they may have unsuspected benefits in humans.

In this study, we used an unconventional animal model with extreme properties to reveal unsuspected functions of orthologous systems. Although further study is required to fully understand their precise mechanisms and how evolution has altered their regulation, we identified candidate genes that likely contribute to stress resistance and longevity in corals and mammals. We also established a novel set of tools and techniques for this new coral model. Overall, our approach supports the idea that biodiversity can potentially help discover new mechanisms for human systems.

## Methods

Detailed methods for coral total RNA extraction, cDNA synthesis, transcriptomic data processing and spFOXO purification and antibody development are available in Supplementary data.

### Coral culture

Experiments were conducted with the tropical symbiotic scleractinian species *Stylophora pistillata* which is kept in long-term culture at the Centre Scientifique de Monaco. Colonies were supplied with water from the Mediterranean Sea (exchange rate 2% per hour) under controlled conditions, including a semi-open circuit, a temperature of 25 °C, salinity of 38, irradiance of 175 µmol photons m^−2^ s^−1^ on a 12:12 photoperiod. Corals were fed daily with frozen rotifers and twice a week with *artemia nauplii*. Microcolonies were propagated by cutting terminal portions of branches (6–10 mm in length) from three syngenic parent colonies, hung by nylon thread with a specific label in a dedicated aquarium under similar conditions, and left for 10 days for recovery prior to experiments. Day coral samples for RNA-seq were harvested and flash-frozen 1 h before the end of the light period; night samples were harvested 12 h later in the same manner. For circadian expression experiments, isogenic coral microcolonies were collected in triplicate and flashfrozen in liquid nitrogen every 4 h during a 48 h period under three different conditions: a control condition similar to aquarium culture with daily alternation of 12 h of light and 12 h of darkness (ALT), continuous light (Light), and continuous darkness (Dark). For conditions involving continuous light or darkness, coral colony fragments were placed in these conditions 24 h before the first samples were collected.

### Library preparation and sequencing

The concentration and quality of total RNA were assessed with a Bioanalyzer 2100 and RNA 6000 nano kit (5067–1511; Agilent). All total RNA samples with a RIN superior to 8 (Figure S2) were used for mRNA preparation using the MicroPoly(A)Purist kit (AM1919; Applied biosystems). mRNA quality was assayed using 2100 Bioanalyzer and the RNA 6000 pico kit (Figure S3). mRNA with a good profile on Bioanalyzer were used for libraries preparation. mRNA was prepared with the MicroPoly(A) purist kit (AM1919; Applied Biosystems). We used 1 µg mRNA per sample to construct libraries using the SOLiD Total RNA-Seq Kit (4445374; Thermo Fisher) and they were barcoded with SOLiD RNA barcoding kit (4427046; Applied Biosystems). Library concentrations were measured with quantitative PCR with the Kapa DNA quantification kit (KK4806; Kapa). Library quality was measured with a Bioanalyzer 2100 and high-sensitivity DNA kit (5067–4626; Agilent). Fragment sequencing was achieved through emulsion PCR, bead deposition, and ligation-based sequencing performed with a SOLiD 3 sequencer and the Top Paired end sequencing kit (4459182; Applied Biosystems) according to the manufacturer’s instructions. 3 samples were sequenced for each condition and each sequencing generated 30 to 55 million reads.

### qRT-PCR

To ensure useful comparison of all quantitative PCR results and setup conditions for all primer pairs, we generated an artificial reference sample using equal quantities of cDNA from all 109 quality control–validated samples from the 48 h expression kinetics experiment. We diluted this reference sample 5, 10, 20, 40, 80, 320 and 1280 times to establish standard curves for primer pair parameters determination and the 40 times dilution was prepared in larger quantities and used as a common normalizer sample for all experiments (D40Ref).

All primer pairs were designed in silico on exon junctions whenever possible with Primer3 (http://bioinfo.ut.ee/primer3/) and checked for specificity with BLAST searches (https://blast.ncbi.nlm.nih.gov/Blast.cgi) and for amplicon secondary structures with mfold (http://mfold.rna.albany.edu/?q=mfold/DNA-Folding-Form). Primer pairs were ordered from Sigma and tested for specificity by endpoint PCR using D40Ref and the GoTaq G2 Hot Start Green Master Mix (Promega). Finally, primer pair parameters were determined by quantitative PCR using standards created from the reference sample (Table S5).

All quantitative PCR runs were performed on a StepOnePlus system (Applied Biosystems) with the FastStart SYBR Green Master ROX kit (Roche). A 40 times dilution of each sample cDNA was run in technical triplicate with each primer pair. All samples flagged by the system software for high variability or specificity issues were rerun or removed from the analysis. All run results were analyzed with a relative quantitation method and were normalized first using a triplicate of the D40Ref normalizer sample loaded in all qPCR plates and then with a geometric mean of the results from two reference genes (βactin and 36B4) amplified for all samples. Results are then expressed per condition and timepoint as arithmetic mean of the three biological replicates with SEM as error bars.

### Immunofluorescence on coral samples

Apexes of *S. pistillata* were fixed at 4 °C overnight in 3% paraformaldehyde in S22 buffer (450 mM NaCl, 10 mM KCl, 58 mM MgCl_2_, 10 mM CaCl_2_ 100 mM Hepes, pH 7.8) and then decalcified using 0.5 M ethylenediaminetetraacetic acid (EDTA) in Ca-free S22 buffer at 4 °C. They were dehydrated in an ethanol series and embedded in Paraplast (Leica). 5 µm thick sections were cut from blocks of paraffin-embedded tissues, transfered on glass slides, deparaffinized with 2 × 5 min xylene baths and rehydrated with 5 min baths in decreasing concentrations of ethanol in water (100%, 95%, 70%, 40%, 0%). Antigen retrieval was achieved by incubating slides for 20 min in hot (95 °C) citrate buffer (10 mM citrate, 0.05% Tween 20, pH 6.0) in a steamer and 20 min of cooling at RT. Sections were washed with water and dried overnight. Tissue permeabilization was performed for 1 h at RT in 1× phosphate-buffered saline (PBS); 2 N HCL, 0.5% Triton X-100 followed by two washes with 1× PBS for 5 min. Tissue sections were then fixed in 0.7× PBS, 4% paraformaldehyde, 20 mM sucrose at RT for 15 min with shaking and washed twice with 1× PBS for 5 min. Treatment with 20 µg/ml RNAse was performed in a humid chamber at 37 °C for 1 h in 2× saline–sodium citrate (SSC) buffer and then washed twice with 1× PBS for 5 min. Tissue sections were then incubated for 1 h in saturating buffer (1× PBS, 1% bovine serum albumin [BSA], 0.05% Tween 20, pH 7.4) at 37 °C and rinsed twice with 1× PBS at RT. Samples were incubated overnight at 4 °C in saturating buffer with anti-spFOXO antiserum (0.5 μg/mL) as a primary antibody. After rinsing with saturating buffer, samples were incubated for 2 h with 4 µg/mL Alexa 488-coupled donkey anti-rabbit antibodies (A21206; Molecular Probes) in saturating buffer. After rinsing with PBS (pH 7.4), samples were finally mounted in 4′,6-diamidino-2-phenylindole (DAPI)-containing VectaShield (H-1200; Eurobio scientific) antifade medium. Immunostaining experimental controls were obtained with rabbit pre-immune serum and Alexa 488-coupled anti-rabbit antibodies as described above. Bichannel (DAPI and FITC filter sets) stacks of images were acquired on a DeltaVision elite system (GE Healthcare) epifluorescence microscope with a 60× oil-immersed objective (1.42 NA, Plan Apochromat; Olympus) and a CCD cMOS monochromatic camera. No binning was used and voxel size is 109 µm × 109 µm × 350 µm. All images stacks were then deconvolved and individual in focus optical slices from different conditions were extracted and treated similarly with Fiji software^53^ regarding signal thresholding and amplification to reveal nuclei outlines and antibody specific signal.

### Tissue culture, siRNA transfections and SA-β-galactosidase staining

Human primary MRC-5 cells were obtained from the ATCC, grown at 37 °C, 5% CO_2_ and 5% or 20% O_2_ in DMEM supplemented with 10% fetal calf serum and 100 U/ml penicillin–streptomycin, and regularly tested for mycoplasma contamination.

siRNA On-Target Plus SMARTpools (Dharmacon) targeting specified genes were transfected with Dharmafect1 transfection reagent (Dharmacon) following manufacturer's instructions. For each condition, 150,000 MRC-5 cells in 6-well plates with coverslips were transfected 72 h prior to analyses.

The detection of SA-β‐gal‐positive cells was carried out using the Senescence Detection Kit (Abcam, ab65351) following the manufacturer's instructions.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

Raw transcriptomic data has been deposited on the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) repository under accession number GSE153706 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153706).

# Supplementary material for: Longevity strategies in response to light in the reef coral Stylophora pistillata
**Source:** Sci Rep. 2020 Nov 17;10:19937. doi: 10.1038/s41598-020-76925-2
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Longevity strategies in response to light in the reef coral *Stylophora pistillata*

**Alexandre Ottaviani^{1+*}, Rita Eid¹⁺, Didier Zoccola², Mélanie Pousse¹, Jean-Marc Dubal¹,
Edwige Barajas², Karine Jamet¹, Kevin Lebrigand³, Pascal Lapébie¹, Christian Baudoin¹,
Marie-Josèphe Giraud-Panis¹, Alice Rouan¹, Gallic Beauchef⁴, Christelle Guéré⁴, Katell
Vié⁴, Pascal Barbry³, Sylvie Tambutté², Eric Gilson^{1,5*}, Denis Allemand^{2*}.**

⁴ : Laboratoires Clarins, 12 avenue de la porte des Ternes, 75017 Paris, France

+ These authors contributed equally

* Co-corresponding authors

Supplementary figures legends:

Figure S1. Analysis pipeline. Acknowledgements to Eric Tambutté (CSM) for the *S.pistillata* picture

Figure S2. Bioanalyzer quality controls of total RNA used in sequencing.

Figure S3. Bioanalyzer quality controls of mRNA used in sequencing.

Figure S4. Venn diagram of FOXO targets that are conserved in model organisms and present in the transcriptomic signature. Gene counts per area or species are indicated by bold black numbers. Enrichment P-values for each species are also shown. Genes tested by quantitative polymerase chain reaction (qPCR) are indicated by italics, and those validated are indicated by bold text.

Figure S5. α -spFOXO antiserum detects the endogenous protein. Cropped and inverted image (left) and raw image (right).

Supplementary tables:

Some of these tables being relatively large, they are supplied as corresponding tabs in a single .xlsx file.

Supplementary tables legends:

Table S1. General information on reference gene models and sample reads mapping.

Table S2. Detailed read counts for *Symbiodinium* genes important in photosynthesis.

Table S3. List of annotated differentially expressed coding sequences (CDS).

Table S4. List of transcription factor targets.

a. Published list of target genes for mouse transcription factors.^{1–5} **b.** Lists of FOXO target genes in model organisms.⁵

Table S5. List of validated quantitative polymerase chain reaction (qPCR) primers for genes of interest examined in this study.

Supplementary methods:

Coral total RNA extraction

Total RNA for sequencing or qPCR experiments was extracted with Trizol Reagent (Invitrogen) as previously described⁶. Briefly, frozen coral samples were ground into powder in a cryogrinder (Freezer/Mill 6770, Spex Sample Prep) and dissolved in 20 mL Trizol Reagent. Samples were vortexed and incubated at room temperature (RT) for 5 min. Three centrifugations (10 min, $15,000 \times g$, 4°C) were performed to remove the skeleton. We added 4 mL chloroform to the last supernatant, which was vigorously homogenized and incubated for 2–3 min at RT. Centrifugation (15 min, $12,000 \times g$, 4°C) was performed to separate the two phases (aqueous and phenol-chloroform). RNA remained exclusively in the aqueous phase. The aqueous phase was subjected to another chloroform extraction (v/v). We added 10 mL isopropanol to the second aqueous phase, which was vigorously shaken and incubated for 10 min at RT. Centrifugation (15 min, $12,000 \times g$, 4°C) was performed to pellet the RNA. The pellet was resuspended in 5 mL 70% ethanol, vortexed vigorously, centrifuged for 5 min at $7,500 \times g$ and 4°C , dried for about 10 min at RT, and then resuspended in 100–200 μL RNase-free water. RNA concentration was determined with a Nanodrop and the Qubit RNA assay kit, more than 2 μg of total RNA was obtained for each sample. In the 48h expression kinetics experiment, all RNA samples quality was assayed with a Bioanalyzer 2100 and RNA 6000 nano kit (5067–1511; Agilent), and 8 out of 117 samples were ruled out for poor quality (RIN inferior to 8, very low quantity, unusual 18S/28S profile, low 260/280 ratio or low 260/230 ratio).

cDNA synthesis

For each quality-checked sample, 2 μg total RNA was treated with DNase for 15 min at room temperature in the presence of RNase inhibitors (RNaseOUT; Invitrogen). We stopped reactions by adding EDTA and raising the temperature to 65°C for 5 min. High Capacity RNA-to-cDNA Kit (Applied Biosystems) enzyme and buffer were added before incubation at 37°C for 1 h; we stopped reverse transcription by raising the temperature to 95°C for 5 min.

Reads mapping

Reads mapping and transcriptome index building were performed with Bowtie.⁷

We built the index transcriptome as a colorspace index using the -C Bowtie option from the Bowtie-build command line. We mapped colorspace reads to *S. pistillata* gene models

(available at <http://spis.reefgenomics.org/download/Spis.genome.annotation.CDS.longest.fa.gz>) and *S. microadriaticum* gene models (available at <http://smic.reefgenomics.org/download/Smic.genome.annotation.CDS.longest.sorted.fa.gz>) as single-end alignments using the -C Bowtie option.

Differential expression analyses

The number of reads per gene was computed with a Python script (available upon request). Genes with no aligned reads were removed. Differential expression analyses were performed with DESeq2.⁸ DEGs were selected with an adjusted P-value cutoff of 0.05. A total of 151 genes in *S. pistillata* were classified as DEGs; fold-change values ranged from 1.6 to 339.

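Fold changes of the 161 gene models that passed edgeR's test ran from 1.71 to 324, with a median of 2.75, and 131 of them differed at least 2-fold. The largest was a fall of Spis9756, a gene model without a name in Table S3, from 299 ± 12.6 CPM (SD, n = 3) in night samples to 0.701 ± 0.608 CPM (SD, n = 3) in day samples (adjusted p = 4.4e-17 from edgeR). The day level of Spis9756 rested on few reads, so the size of its fold is uncertain. Its log2 fold change was -8.11 without day replicate 2 and -8.66 without day replicate 3. Spis9755, also without a name, fell 14.0-fold by day, to 0.62 ± 0.463 CPM (SD, n = 3). The smallest was that of Spis19554, chosen after its values were seen, at 58.0 ± 6.48 CPM (SD, n = 3) by day and 98.4 ± 11.2 CPM (SD, n = 3) by night (adjusted p = 0.04 from edgeR). It did not pass without day replicate 1 (adjusted p = 0.16 from edgeR) or 3 (0.13) or night replicate 1 (0.19), 2 (0.11) or 3 (0.15), nor with either filter, limma-voom, the thinned libraries, the values as deposited or the blocked DESeq2 fit (0.055 to 0.18). The paper's own range is 1.6 to 339.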

Human orthologs

We retrieved human orthologs using Blastx⁹ on the Swiss-Prot database with a cutoff of $E < 1 \times 10^{-3}$. The best hit for each *S. pistillata* gene was selected. We obtained 118 human orthologs from among 151 *S. pistillata* genes.

GO terms and pathway analyses

GO term analyses were performed for the 118 human orthologs with Metascape.¹⁰ Terms with $P < 0.01$, a minimum count of three, and enrichment factor > 1.5 were collected and clustered according to membership similarities. We found 15 GO biological processes, four Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways, and one Reactome pathway database gene set. Pathway analyses of the 118 human orthologs were performed with IPA¹¹ (QIAGEN Inc., <https://www.qiagenbio-informatics.com/products/ingenuity-pathway-analysis>) without biased filtering; 103 met our criteria for analyses.

Conversion of UniProtID to mouse genes

Sequences from the UniProtID list were retrieved from the UniProtKB website and used in a Blastp search of the UniProt/Swiss-Prot database for *Mus musculus* (taxid: 10090). For each protein, the best hit with $E < 1 \times 10^{-3}$ was selected for gene symbol and description extraction.

Conversion of gene symbol and description to *Acropora digitifera* genes

The mouse gene symbol was searched on the National Center for Biotechnology Information (NCBI) database for *Acropora digitifera* (taxid: 70779). If the gene symbol was not found, then the gene description was searched.

Production and purification of the FOXO protein

cDNA of the *S. pistillata* FOXO gene (NCBI reference sequence: XM_022933834.1) was cloned into a modified version of pTrcHisB after optimization for *Escherichia coli* expression. spFOXO was produced as a C-terminal his-tag fusion protein for purification. This plasmid was used to transform BL21 *E. coli*-competent cells, which were grown in lysogeny broth (LB) medium containing 100 µg/mL ampicillin at 37°C until an absorbance of 0.7 was reached at an optical density of 600 nm (OD₆₀₀). Isopropyl β-D-1-thiogalactopyranoside was added for a final concentration of 0.1 mM, and the culture was further incubated at 25°C for 16 h. Cells were harvested by centrifugation at 4,500 × g at 4°C for 15 min, and the pellets were used for protein extraction.

This recombinant protein of spFOXO was purified with nickel affinity chromatography (His-Trap HP; GE Healthcare); 900 µg of the protein of interest was collected and sent for antibody production (Covalab).

Rabbit immunization and serum preparation

Six control serum samples were collected from six different rabbits and tested for pre-immune response using a 67-day protocol.

Serum samples were tested by Western blotting using the recombinant protein; three rabbits were selected for protein production. The first inoculation was performed intradermally with 0.5 mL antigen and 0.5 mL Freund's complete adjuvant. The second and the third inoculations were also performed intradermally with 0.5 mL antigen and 0.5 mL Freund's incomplete adjuvant on days 14 and 28. The final immunization was performed subcutaneously with 0.5 mL antigen and 0.5 mL Freund's incomplete adjuvant on day 42. On day 67, final serum samples were collected, supplemented with sodium azide to a final concentration of 0.02%, aliquoted and stored at -80°C.

Supplementary references:

1. Loftus, S. K. *et al.* Hypoxia-induced HIF1α targets in melanocytes reveal a molecular profile associated with poor melanoma prognosis. *Pigment Cell Melanoma Res.* **30**, 339–352 (2017).

2. Han, J. *et al.* ER-stress-induced transcriptional regulation increases protein synthesis leading to cell death. *Nat. Cell Biol.* **15**, 481–490 (2013).
3. Malhotra, D. *et al.* Global mapping of binding sites for Nrf2 identifies novel targets in cell survival response through ChIP-Seq profiling and network analysis. *Nucleic Acids Res.* **38**, 5718–5734 (2010).
4. Acosta-Alvear, D. *et al.* XBP1 controls diverse cell type- and condition-specific transcriptional regulatory networks. *Mol. Cell* **27**, 53–66 (2007).
5. Webb, A. E., Kundaje, A. & Brunet, A. Characterization of the direct targets of FOXO transcription factors throughout evolution. *Aging Cell* **15**, 673–685 (2016).
6. Moya, A. *et al.* Cloning and use of a coral 36B4 gene to study the differential expression of coral genes between light and dark conditions. *Mar. Biotechnol. N. Y. N* **10**, 653–663 (2008).
7. Langmead, B., Trapnell, C., Pop, M. & Salzberg, S. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* **10**, R25 (2009).
8. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
9. Altschul, S. F., Gish, W., Miller, W., Myers, E. W. & Lipman, D. J. Basic local alignment search tool. *J. Mol. Biol.* **215**, 403–410 (1990).
10. Zhou, Y. *et al.* Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nat. Commun.* **10**, 1523 (2019).
11. Krämer, A., Green, J., Pollard, J. & Tugendreich, S. Causal analysis approaches in Ingenuity Pathway Analysis. *Bioinforma. Oxf. Engl.* **30**, 523–530 (2014).

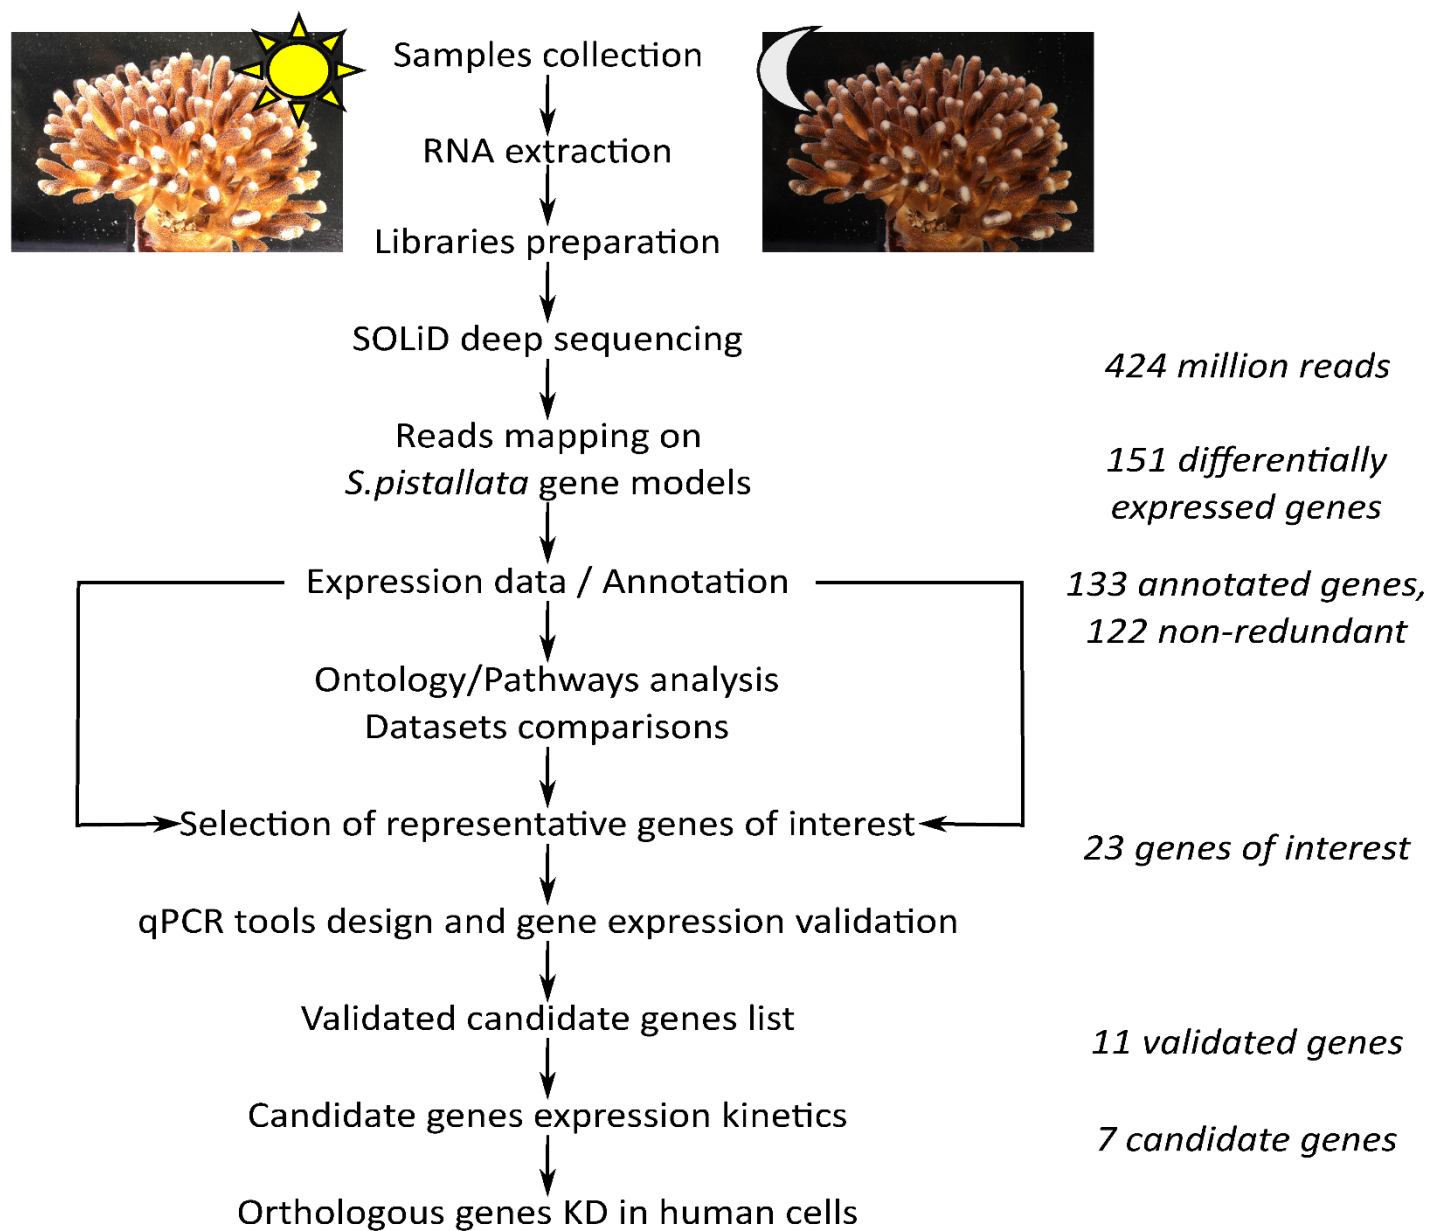

Figure S1. Analysis pipeline

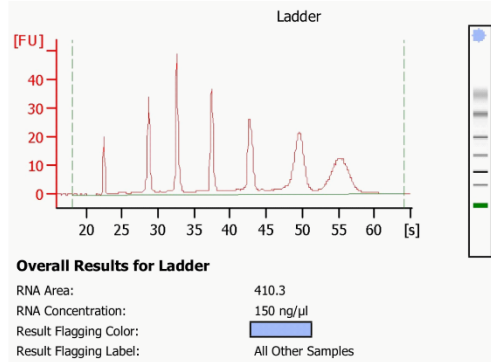

« Day » samples:

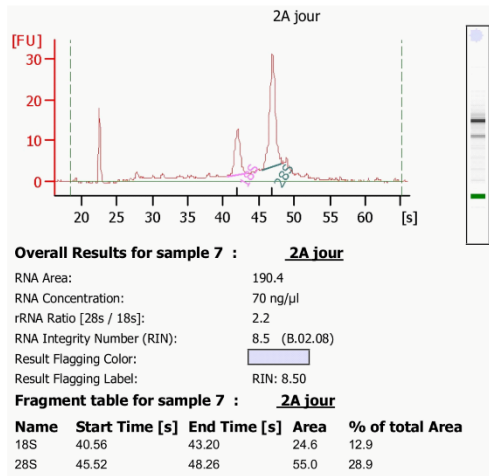

« Night » samples:

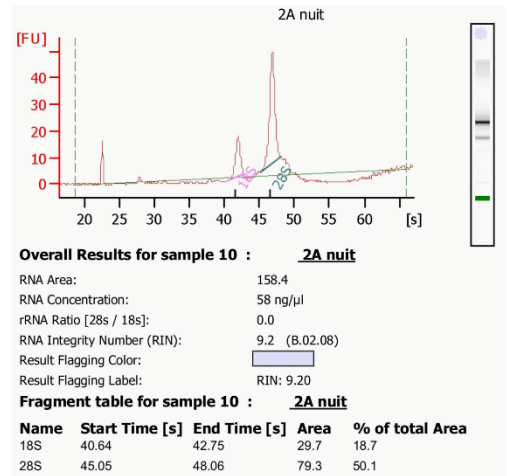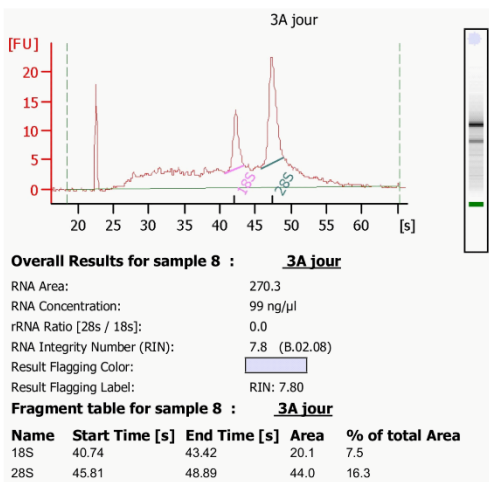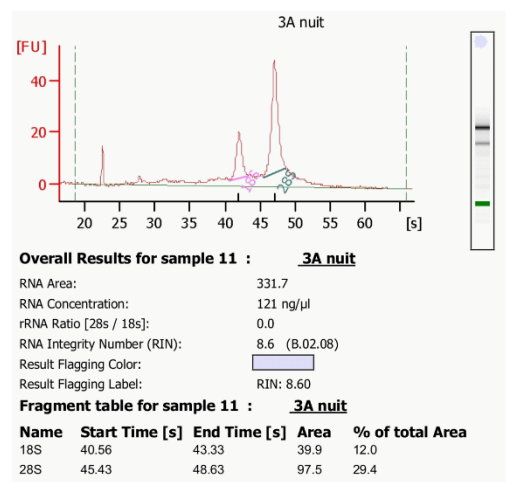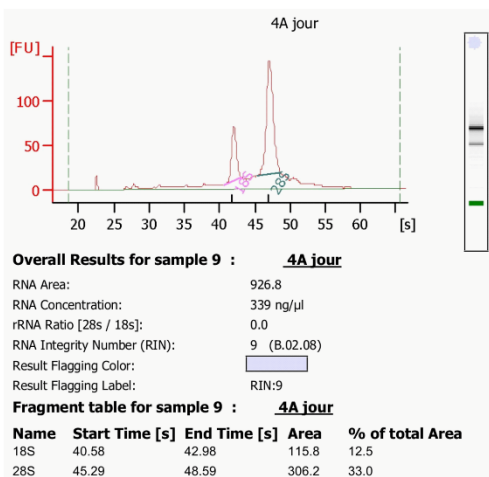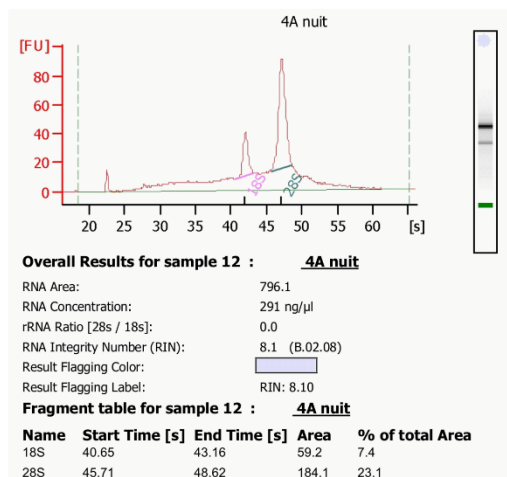

Figure S2. Bioanalyzer quality controls of total RNA used in sequencing

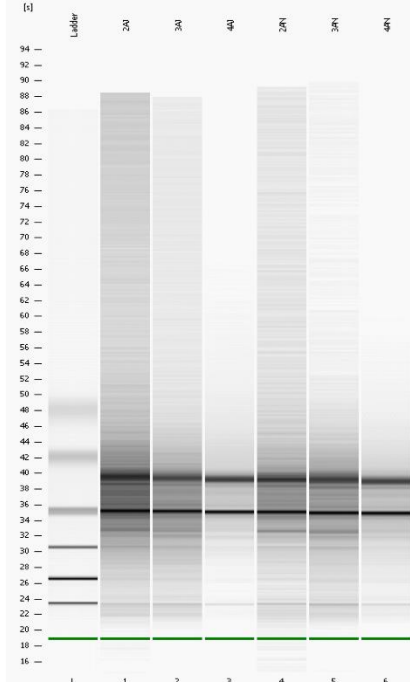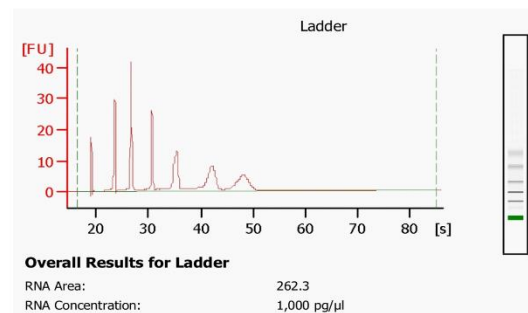

« Day » samples:

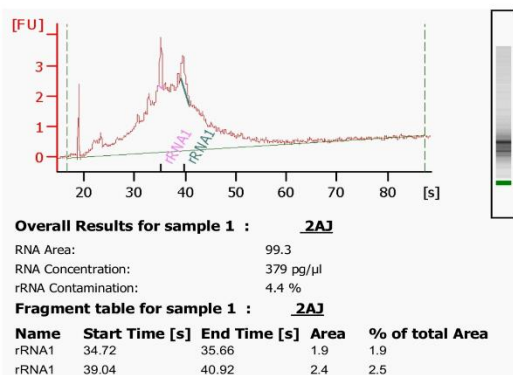

« Night » samples:

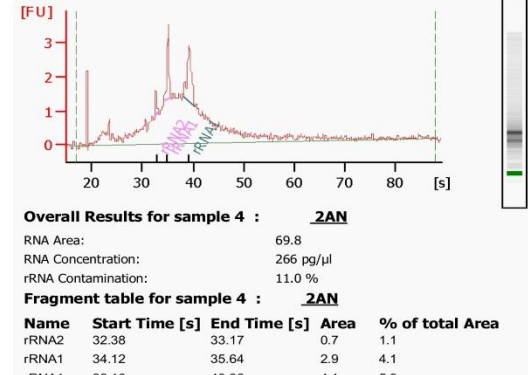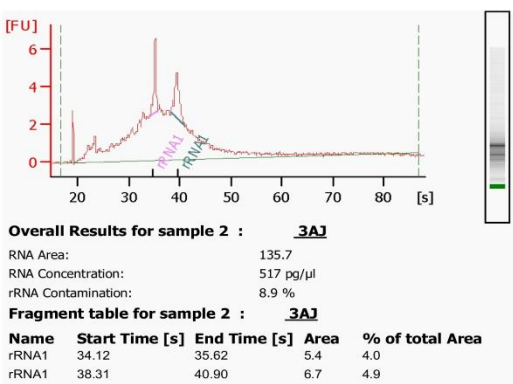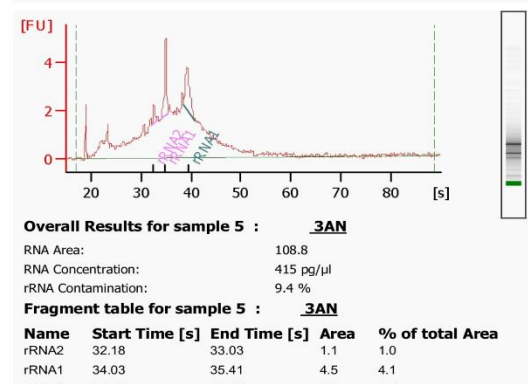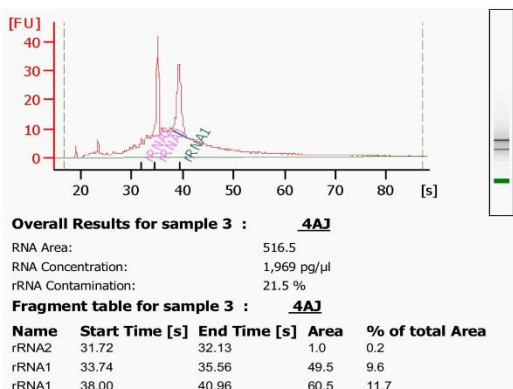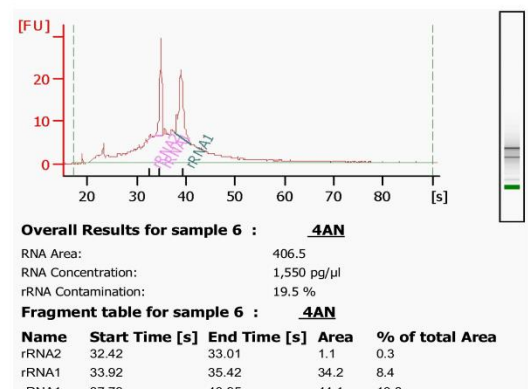

Figure S3. Bioanalyzer quality controls of mRNA used in sequencing

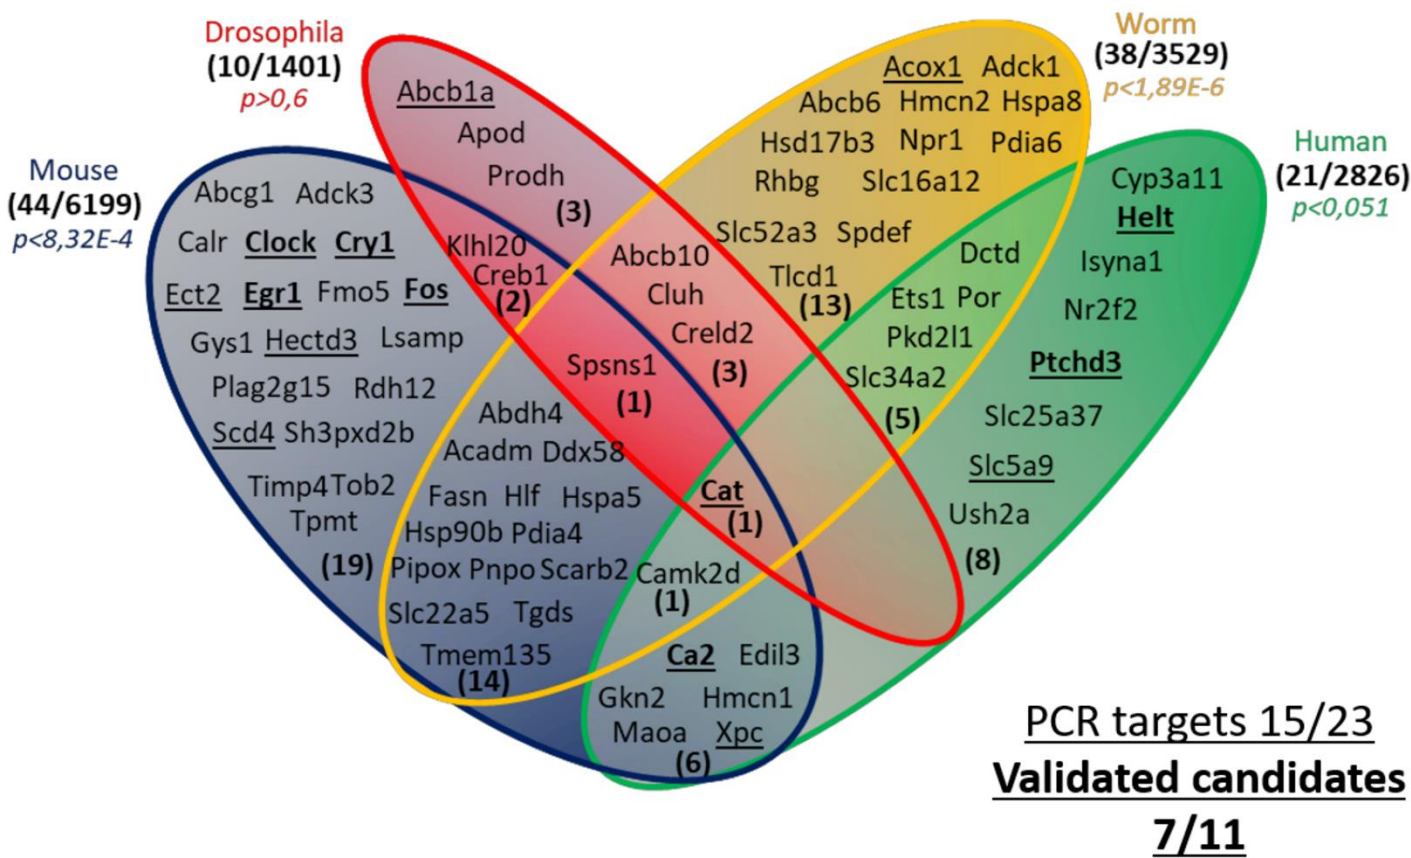

Figure S4. Venn diagram of FOXO targets that are conserved in model organisms and present in the transcriptomic signature

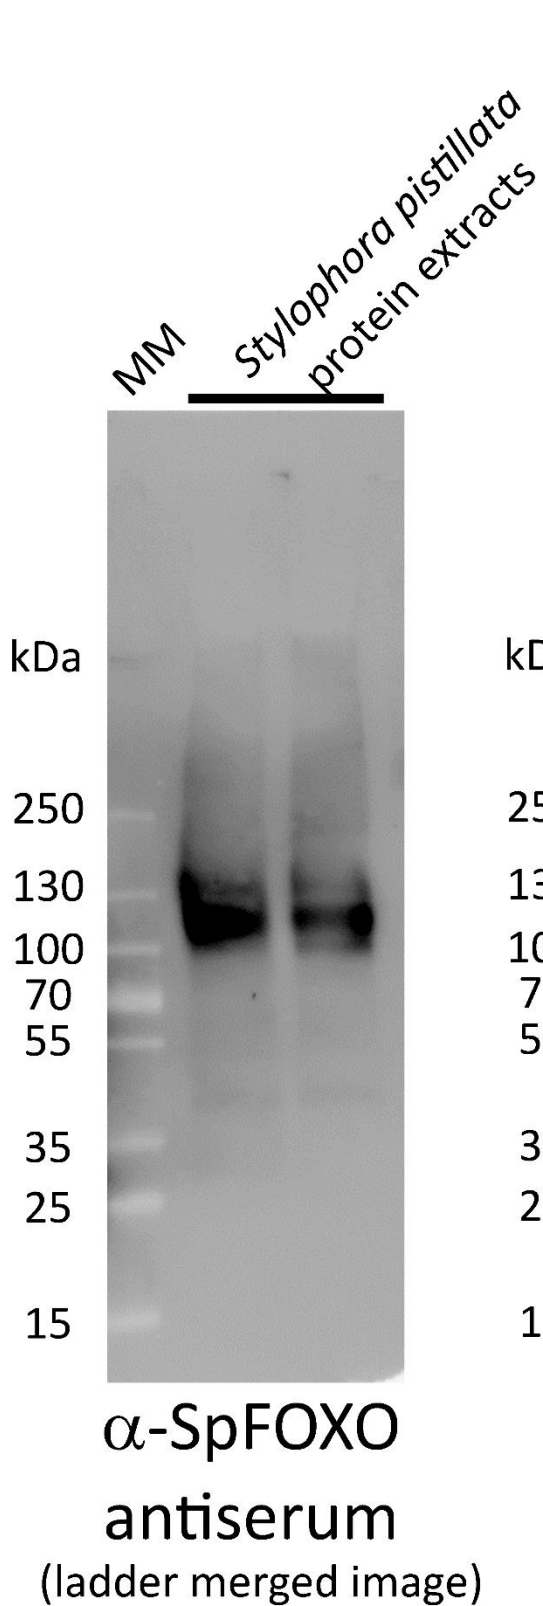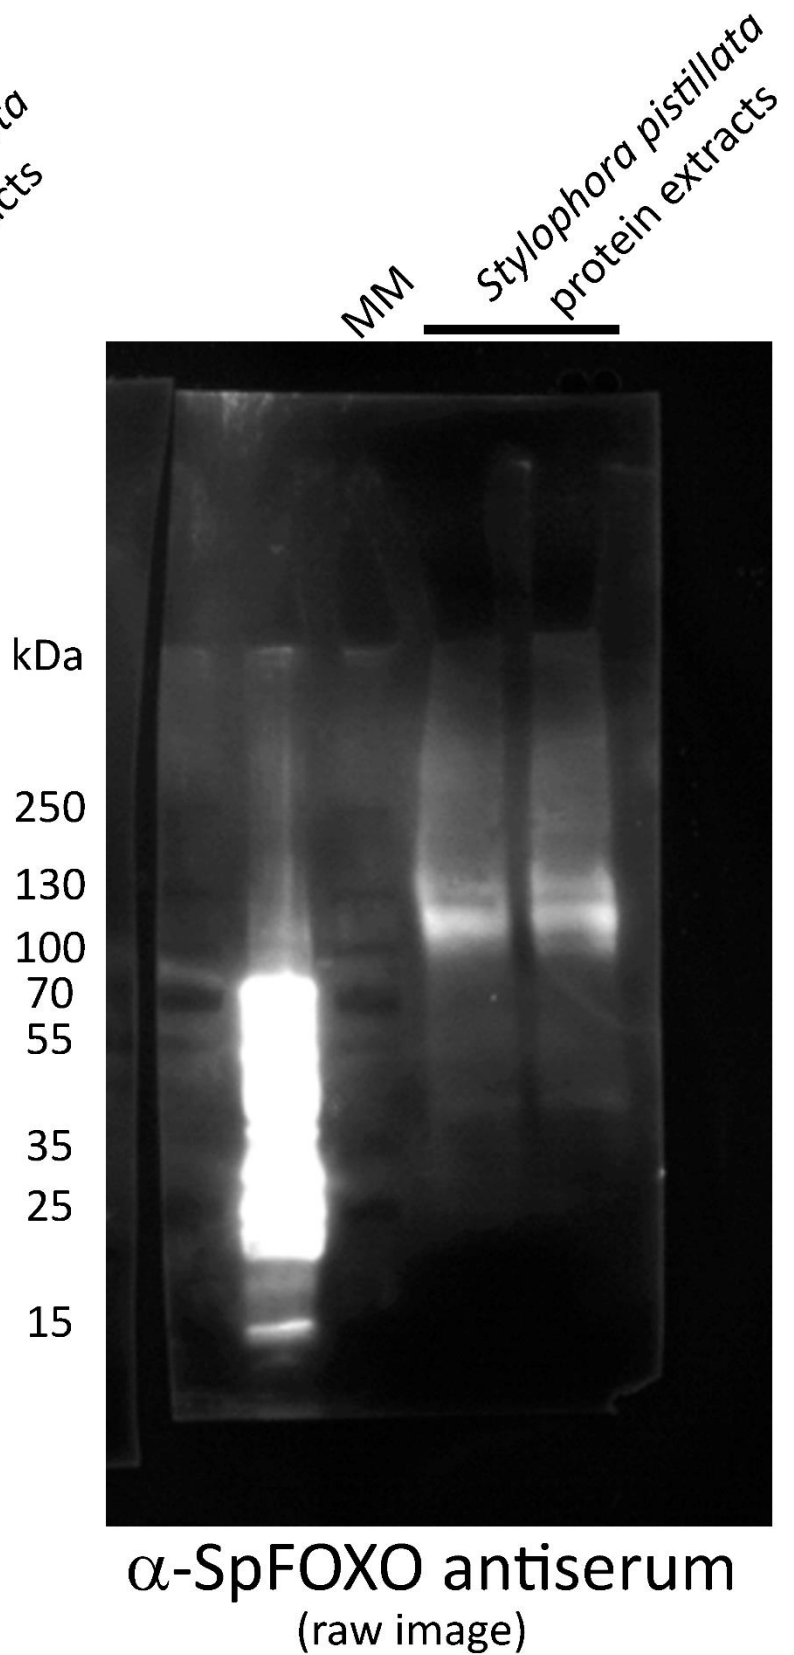

Figure S5. α -spFOXO antiserum detects the endogenous protein

How the deposited data were processed for this re-analysis (not part of the article)

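RNA was measured in 6 libraries of coral microcolonies, 3 from day samples and 3 from night samples, taken when 1 h of light or of darkness was left in a cycle of 12 h light and 12 h dark at 175 µmol photons per square metre and second. The counts were made by the authors before they were deposited: poly(A) RNA was sequenced on a SOLiD instrument, colorspace reads were aligned as single ends with Bowtie (1.2.3 in the submitters' processing notes) to the longest coding sequence of each gene model, and reads were counted with a Python script of the authors. The deposited counts are whole numbers, with no normalization and no pooling of replicates.

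The values were taken as reads per gene model when the tests were set before the data were examined. On inspection, the value of a gene model whose ID forms the start of other IDs was found to include the reads of those IDs, as with HLF (Spis1683) and PAX3 (Spis375). These reads were subtracted, longest IDs first, which concerned 2371 gene models (9.2%). The sum over the 6 libraries went from 68146012 to 18605408 reads, no value fell below 0, and the library totals equalled the mapped reads of Table S1 in 6 of 6 libraries. On values simulated with this nesting the subtraction returned 154614 of 154614 exactly. That was fixed by construction, so it checks the code and not whether the deposited values are nested. The decision to test the recovered reads was made after the nesting was seen, and the values as deposited were kept as an alternative with edgeR and with DESeq2.

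The libraries held 1552480 to 6619275 reads on coral gene models, and the deepest was 4.26 times the shallowest. A gene with 10 reads carries a counting error of 31.6%. Of the gene models with a read, 20183 had a read in every library and 14262 had at least 10 in every library, and the median gene model had 216 reads over the 6 libraries. Each pair of libraries differed by more than counting error (chi-square per degree of freedom 4.82 to 18.94), so none repeated another.

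Day was compared with night, 3 libraries against 3, in R 4.3.3 with edgeR 4.0.16: TMM scaling (factors 0.974 to 1.027), estimateDisp, a robust quasi-likelihood fit and its F test, two-sided, with Benjamini-Hochberg adjustment over 24180 gene models and a threshold of 0.05. The 1589 gene models without a read were removed. The common dispersion was 0.0543. The standard error of a log2 fold change is its size divided by the square root of F. CPM values are TMM-scaled, and CPM, fold and p come from the recovered reads. A fold against a group without reads is a lower bound, computed against a floor of 3 counts over that group. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

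The paper names 3 syngenic parent colonies but does not tie a replicate number to one of them, so the p-values measure the spread between these samples. Whether the shared numbers pair the samples was checked on the deviations of each library from its group mean over 14262 gene models: day and night libraries of the same number had correlations of 0.24, 0.19 and 0.37, and those of different numbers -0.28 to 0.09. The correlations of the same number lay above all others, so the numbers were taken to pair the samples. The fit with the replicate number as a block was therefore reported beside the results it changes, and the fit without a block, as set beforehand, stayed the one used. The unblocked fit ignores this pairing, so a gene model that did not pass in it may pass with the block.

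The test was tried on simulated data with 200 changed genes, 100 at 2-fold and 100 at 4-fold. These were drawn from gene models with a mean of at least 20 reads per library, so recovery at lower counts was not measured. The simulated libraries were not paired by replicate number, and the blocked fits were not simulated. With the spread of each gene as estimated, edgeR recovered 54% at 2-fold and 98% at 4-fold, and 23.6% of its calls were false, against 9% for DESeq2 1.42.0 and 7.9% for limma-voom (limma 3.58.1). With a spread common to genes of the same level, edgeR recovered 40% and 99%, and the false shares were 3.5%, 5% and 2.2%.

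The alternatives set beforehand were RLE size factors, library totals alone, filterByExpr, a minimum of 10 reads over the libraries, DESeq2, limma-voom (after filterByExpr), the replicate block in edgeR and in DESeq2, libraries thinned to the smallest, a log2 fold change of at least 1, and leaving out each library in turn. Genes named in the text follow a rule written beforehand, when the values of Table S3 had been seen: the 10 named gene models with the largest rise and the 10 with the largest fall among those called and separated in every library, at most 2 unnamed ones in each direction, genes the paper names, and examples from each gene list in order of adjusted p. Not every gene under this rule is described. CP3AB (Spis10258) lies outside the rule and was chosen after its values were seen. Outside the rule, ABH6A, ABHD4 (Spis2931), HEY (Spis7206), NPT2B, SPDEF, NF2L1, PDIA6, GRP78, ENPL, LSAMP, HMCN2, TIMP4, Spis1682, Spis13729, Spis69 and Spis19554, and CSD, BIOC and F199X among the gene models of Table S3 that did not pass, were chosen after their values were seen. The gene lists (clock and photolyase, transcription factors, endoplasmic reticulum folding, ATF6 targets, lipid metabolism, small-molecule transport, redox, DNA repair, cell cycle, matrix and calcification, LONF3 gene models, Table 1) were drawn from Table S3 and the paper's text, so no set test was run on them. All members had passed the paper's own DESeq2 test on these libraries, so most pass by selection when adjusted over the list alone.

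Gene names come from Table S3, where 129 of 151 gene models carry the name of a best BLAST hit in another organism. The reference used here matched 0 gene model IDs, so the other gene models had no names. Keyword lists, FOXO, and the reference genes 36B4 and actin were therefore not analysed here. Gene models of the alga were not in the table (0 of its IDs). The overlap with the published target genes of Table S4 was not analysed here, because gene models outside Table S3 had no names to compare with; the FOXO columns of the copy used also ended at 1998 or 1999 rows, apart from 1 of 1397. qPCR, imaging, protein and human cell data were not used here.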

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

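Only the values as deposited in this part come from a test chosen after the result was seen. In edgeR's test 22 gene models passed that Table S3 does not list, 8 higher and 14 lower by day, and they drew attention because the paper does not discuss them. Table S3 holds the paper's DESeq2 calls on these libraries, so failing DESeq2 here was largely fixed by how the 22 were picked. Of the 22, 2 also passed in DESeq2, and are named here after their values were seen: Spis13729 (6.52 ± 3.48 CPM by day and 0.651 ± 0.13 CPM by night, SD, n = 3; log2 fold change 3.32, adjusted p = 0.0025 from edgeR and 0.031 from DESeq2) and Spis69 (132 ± 26.5 and 74.8 ± 14.5 CPM, SD, n = 3; log2 fold change 0.82, adjusted p = 0.042 from edgeR and 0.044 from DESeq2). Spis13729 did not pass in the blocked DESeq2 fit (adjusted p = 0.092). Spis69 did not pass without day replicate 2 (adjusted p = 0.23 from edgeR) or night replicate 1 (0.43), 2 (0.076) or 3 (0.11), with either filter (0.091 and 0.1) or with limma-voom (0.19). Its ID begins other IDs, and with the values as deposited its log2 fold change was -0.12 (adjusted p = 1.0 from edgeR) and -0.13 (adjusted p = 1.0 from DESeq2). The 22 had a median of 83.5 reads per library, against 121 for the called gene models of Table S3. The replicate block in edgeR called 161 of the 161, and so these 22 too, but that fit was not simulated. With limma-voom 79 gene models passed, all of them in Table S3, so it called no gene model of the 22. The filters on low counts called 123 (filterByExpr) and 122 (at least 10 reads), of which 120 each were in Table S3, so they dropped most of the 22. On data simulated without pairing, 23.6% of edgeR's calls were false with the spread of each gene as estimated. With a spread common to genes of the same level, 3.5% were false. False calls among the 22 therefore cannot be ruled out. No biological explanation was tested.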

How the results depend on the processing

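The values as deposited were chosen as an alternative after the data had been seen; the other alternatives were set before the data were examined.

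Of 1054 values for 62 named genes under the alternatives, 969 kept their direction and their side of the threshold, 64 no longer passed, 19 newly passed and 2 changed sign. These 2 were PAX3 with the values as deposited, at -0.10 in edgeR and -0.11 in DESeq2; by construction, its deposited value also holds the reads of longer IDs. With those values 4 of the 161 called gene models had the opposite direction. Of the 58 named genes that passed, 44 did so in every alternative set beforehand.

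The 161 called gene models (62 higher, 99 lower by day) became 79 with limma-voom (26 and 53) and 409 with the replicate block (209 and 200), and stayed within 1.5 times under the other fits of all 6 libraries: 161 with RLE size factors, 170 with library totals, 123 and 122 with the filters, 149 in DESeq2, 127 in DESeq2 with the block, 157 after thinning, 131 at a log2 fold change of at least 1, and 138 (edgeR) and 171 (DESeq2) with the values as deposited. The block called 161 of the 161, and DESeq2 135 of them. The share higher by day was 38.5%, 51.1% with the block and 54.9% without day replicate 3. Without 1 library, the count ran from 94 (night replicate 2) to 233 (day replicate 3), with 97 without night replicate 1; genes higher by day ran from 32 to 128 and lower from 62 to 105, and 80 of the 161 passed without each library in turn. Fewer libraries lower the power of the test, but the cause of the rise without day replicate 3 was not tested.

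Of the Table S3 gene models, 139 passed, 79 with limma-voom and 91 to 135 without 1 library, the lowest without night replicate 2. Over all fixed lists 80 gene models passed, 50 with limma-voom and 59 to 81 without 1 library.

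The endoplasmic reticulum list (5 called) gave 3 with either filter, and 8 in DESeq2, with the block in edgeR and in DESeq2 on the values as deposited. It gave 7 in DESeq2 with the block and 0 with limma-voom (8 at an unadjusted p under 0.05). Without 1 library it gave 1 (night replicate 1 or 2) to 6 (day replicate 2). The ATF6 list (4) gave 7 in DESeq2, with the block, in DESeq2 with the block and in DESeq2 on the values as deposited. With limma-voom the lipid list (13) gave 7, the transport list (14) 7 and the matrix list (10) 5. The matrix list gave 6 in DESeq2 with the block, and 5 (night replicate 1) to 9 without 1 library. The cause was not tested for these counts. Beyond those given at the claims, the block changed no call of a named gene.

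The median correlation between libraries was 0.957, and 0.942 over gene models with at least 10 reads in every library. A gene with 10 reads has a counting error of 31.6%, but how far depth limits the calls at low counts was not tested.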

Differences from the paper's values

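No test in this part was chosen after the result was seen, apart from the values as deposited. With edgeR on all 6 libraries and no block, the 23 log2 fold changes of Table 1 lay within 1 standard error of the paper's, and counts and folds within 1.5 times the paper's: its 151 called genes (161 here, at the same adjusted p of 0.05 but with edgeR in place of DESeq2) and its smallest and largest fold. Over the 151 gene models of Table S3, the log2 fold change from edgeR differed from the paper's by a median of 0.0029 and at most by 0.91, in Spis7860, where the standard error was 0.90. This gene model had 0 reads in the night libraries, so its fitted value depends on the prior count of the tool. With DESeq2, set beforehand as an alternative, the median difference was 0.00087 and the largest 0.021. Among the alternatives, the number of called genes lay more than 1.5 times away from the paper's 151 with limma-voom (79), the replicate block (409), without day replicate 3 (233) and without night replicate 1 (97) or 2 (94). Leaving out 1 library moved ACOD, CLOCK, CRY1, CRYD, ECT2, FOS, LONF3, MMP19, MRC1 and PAX3 of Table 1 further from the paper's log2 fold change than their standard error, in at least 1 case each.

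Table S1 of the paper gives 18893 coral genes with reads, and 24180 gene models had a read here. The ratio is under 1.5, the totals of mapped reads are equal in 6 of 6 libraries, and none of the alternatives was set against the paper's number.

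The paper calls 12 gene models of Table S3 that did not pass here, among them ECT2 (adjusted p = 0.29 from edgeR) and ACOD (0.9) of Table 1; the other 139 passed, and 151 of 151 had the same direction. DESeq2 and the replicate block in edgeR each called 12 of the 12, as did DESeq2 on the values as deposited, which was chosen after seeing the data and drops 12 of the 151. On the recovered reads DESeq2 called 145 of the 151 in all. Among those it did not call were TIMP4 (adjusted p = 0.057 from DESeq2) and FMO5 (0.058). DESeq2 with the block also called SPDEF, GRP78, ENPL, CSD, ETS2 (Spis18633.t1), BIOC, CALR, NPT2B and ECT2. Library totals called GRP78, CSD and F199X. The thinned libraries called GRP78, ENPL, CSD, F199X and ECT2. Without day replicate 2, SPDEF, GRP78, ENPL and CSD passed; without day replicate 3, GRP78, ETS2 (Spis18633.t1), BIOC, F199X, ECT2 and ACOD; without night replicate 3, GRP78, CSD and F199X. The values as deposited in edgeR, also chosen after seeing the data, called BIOC, F199X, NPT2B and NF2L1, and called 120 of the 151 in all.

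The axis of the volcano plot in Fig. 1a runs opposite to the sign of Table S3: its strongest positive points correspond to genes higher by night, such as HLF, for which the value here was -7.35, day minus night.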

Other observations

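The tests of the nested IDs on library totals and of gene models with consecutive numbers were chosen only after the result was seen.

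Genes of the extracellular matrix and of calcification moved in both directions. Of 10 gene models on this list, 6 rose and 4 fell by day (6 and 4 when adjusted over the list alone); the study chose them on these libraries, so they are not independent evidence. LSAMP (Spis21041), an adhesion protein, had 48.5 ± 2.6 CPM by day and 122 ± 18.4 CPM by night (SD, n = 3; adjusted p = 5.2e-05 from edgeR). HMCN2 (Spis14495), a hemicentin, had a log2 fold change of 0.85 (adjusted p = 0.015 from edgeR) and did not pass without night replicate 1 (0.13), 2 (0.079) or 3 (0.067), with limma-voom (0.059), in the thinned libraries (0.091) or in the blocked DESeq2 fit (0.06). LSAMP, HMCN2 and TIMP4 were chosen after their values were seen. TIMP4 (Spis6044), an inhibitor of metalloproteinases, had 1.15 (adjusted p = 0.025 from edgeR) and did not pass without day replicate 1 (0.2) or night replicate 1 (0.21) or 2 (0.26), with either filter (0.051 and 0.057), with limma-voom (0.1) or in DESeq2 (0.057, and 0.18 with the block). The list's count was 5 without night replicate 1 and 6 without night replicate 2.

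LONF3 stood for 3 gene models that moved apart: Spis16239 rose, while Spis3939 (51.8 ± 17.2 CPM by day and 121 ± 12.2 by night, SD, n = 3; adjusted p = 0.0034 from edgeR) and Spis6761 (45.5 ± 4.26 and 115 ± 3.03, SD, n = 3; adjusted p = 3.2e-05 from edgeR) fell by day. When adjusted over the list alone 1 was higher and 2 lower, and these are not independent evidence either. With limma-voom, Spis3939 had an adjusted p of 0.055.

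Subtracting the reads of longer IDs gave the totals of Table S1 in 6 of 6 libraries. Among the 12 gene models of Table S3 whose ID begins other IDs, DESeq2's log2 fold change on the recovered reads differed from Table S3 by a median of 0.0013 (largest 0.0034), against 1.5 (largest 6.9) on the values as deposited. Both results are consistent with fold changes in the paper that were computed from reads without the nesting.

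Called gene models with consecutive numbers formed 10 pairs, 9 of them in the same direction (3 higher and 6 lower by day), against a mean of 1.21 and a highest count of 7 in 10000 random sets matched on expression (p = 0.0001 by permutation, the smallest they can give). The pairs include PAX3B and PAX3, CRY1 (Spis11906 and Spis11907.t1), and Spis1682 (chosen after its values were seen) and HLF; ABHD4 (Spis2930 and Spis2931) moved in opposite directions. That neighbouring gene models share regulation is a hypothesis. Of 5 pairs with names for both members, 3 (60%) had the same name, among them ABHD4 with its opposite directions. For the named pairs that moved together, reads shared between near-identical copies and shared regulation cannot be told apart, because the sequences were not compared.

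Of 10 splits of the 6 libraries into 3 against 3, 1, the day and night split itself, called as many as 161 gene models; the highest other count was 99 (day replicate 1 with night replicates 1 and 2), then 60 (day replicates 1 and 2 with night replicate 1). With 10 splits the share is never under 0.05. The 3 other splits that part the replicate numbers as the real one does called 0 each in edgeR. Correlations between libraries ran from 0.95 to 0.976, the highest between day replicate 3 and night replicate 3.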
